# Chd1 protects genome integrity at promoters to sustain hypertranscription in embryonic stem cells

**DOI:** 10.1038/s41467-021-25088-3

**Published:** 2021-08-11

**Authors:** Aydan Bulut-Karslioglu, Hu Jin, Yun-Kyo Kim, Brandon Cho, Marcela Guzman-Ayala, Andrew J. K. Williamson, Miroslav Hejna, Maximilian Stötzel, Anthony D. Whetton, Jun S. Song, Miguel Ramalho-Santos

**Keywords:** DNA damage and repair, Transcription

## Abstract

Stem and progenitor cells undergo a global elevation of nascent transcription, or hypertranscription, during key developmental transitions involving rapid cell proliferation. The chromatin remodeler Chd1 mediates hypertranscription in pluripotent cells but its mechanism of action remains poorly understood. Here we report a novel role for Chd1 in protecting genome integrity at promoter regions by preventing DNA double-stranded break (DSB) accumulation in ES cells. Chd1 interacts with several DNA repair factors including Atm, Parp1, Kap1 and Topoisomerase 2β and its absence leads to an accumulation of DSBs at Chd1-bound Pol II-transcribed genes and rDNA. Genes prone to DNA breaks in *Chd1* KO ES cells are longer genes with GC-rich promoters, a more labile nucleosomal structure and roles in chromatin regulation, transcription and signaling. These results reveal a vulnerability of hypertranscribing stem cells to accumulation of endogenous DNA breaks, with important implications for developmental and cancer biology.

## Abstract (web summary)

The chromatin remodeler Chd1 mediates hypertranscription in embryonic stem (ES) cells and has been shown to associate with genes transcribed by RNA Polymerase (Pol) I and II. Here the authors provide mechanistic insights into this process and reveal that Chd1 is involved in protecting genome integrity at promoter regions by preventing DNA break accumulation.

## Introduction

Proliferating stem and progenitor cells are net generators of new cellular biomass and therefore have high biosynthetic demand. One way that stem/progenitor cells cope with this demand is to enter a state of hypertranscription, which involves a global elevation of nascent transcriptional output^1^. Hypertranscription is masked by most transcriptional profiling approaches, but has attracted renewed interest recently. Hypertranscription has been documented to occur and play critical roles in embryonic stem (ES) cells^2^, the post-implantation epiblast^3^, emergence of definitive hematopoietic stem cells^4^, primordial germ cells^5^, and neurogenesis^6^, and may take place in other settings during development, regeneration, and disease^1,7^.

The molecular regulation of hypertranscription, or even how it differs from general transcriptional regulation, remains poorly understood. It is expected that hypertranscription involves a coordinated interplay between activating transcription factors, chromatin remodelers, and RNA Polymerases. Some of the players implicated in promoting hypertranscription are the transcription factors Myc and Yap/Taz, the RNA Polymerase regulator pTEFb and the chromatin remodeler Chd1 (reviewed in Percharde et al.^1^). Chd1 is an ATP-dependent chromatin remodeler that binds specifically to H3K4me3 and is found at sites of active transcription^8,9^. Chd1 removes nucleosomal barriers to transcriptional elongation^10^ and is required for the optimal activity of RNA Pol I and II^3^. Loss of Chd1 does not affect transcription per se, but it blunts the ability of stem cells to enter hypertranscription in vitro and in vivo^3^. Despite these recent insights, the molecular function of Chd1 in hypertranscribing cells remains unclear.

Hypertranscription is a dynamic phenomenon that is responsive to extrinsic cues^2,4,5^, and may therefore share features with ligand-triggered target gene induction. In hormone-responsive cells, target genes are induced via a mechanism that involves the generation of transient endogenous DNA breaks by Topoisomerase II at promoters^11^. Similar induction of target gene transcription mediated by DNA breaks occurs upon exposure to serum or heat shock^12,13^, during zygotic genome activation and in neurogenesis^14,15^. DNA breaks may relieve torsional stress and facilitate DNA unwinding and access of RNA Polymerases^16^. Interestingly, endogenous DNA breaks have recently been shown to occur throughout the genome at the promoters of transcribed genes^17^, suggesting that the link between DNA breaks and transcription may be more general. It remains unknown how cells coordinate the occurrence of DNA breaks and their repair with transcription, a coordination that is anticipated to be of particular importance in hypertranscribing pluripotent cells.

In this study, we report that Chd1 interacts with DNA repair factors in undamaged ES cells. Chd1 promotes the chromatin recruitment/retention of these factors and the repair of DSBs at the promoters of active RNA Pol II-transcribed genes and rDNA in ES cells. Our results reveal an unexpected interplay between Chd1 and the DNA repair-associated factors Atm, Kap1, and γH2A.X during the resolution of transcription-associated DSBs in ES cells.

## Results

In order to probe the function of Chd1 in the regulation of hypertranscription, we identified its interacting proteins by immunoprecipitation followed by mass spectrometry (IP-MS) using a *Chd1-Flag* knock-in mouse ES cell line^3^. IPs were performed under two different salt concentrations (150 vs 250 mM) to gauge the interaction strengths (Fig. 1a and Supplementary Fig. 1a–b). In physiological salt concentration (150 mM) we detected 314 proteins, the majority of which were lost in higher salt (Fig. 1a, Supplementary Fig. 1b, and Supplementary Data 1). Previously described Chd1-interacting proteins such as Ssrp1 and Bptf were recovered at high confidence in physiological salt, therefore we focused further analyses on this dataset (Fig. 1a). As expected, putative Chd1-interacting proteins are enriched for factors involved in chromatin and transcriptional regulation (Fig. 1b and Supplementary Data 2). In addition, there is an unexpected enrichment for DNA repair factors among Chd1 interactors, such as the protein kinase Atm, histone variant H2A.X, MRN complex member Mre11, topoisomerase 2β (Top2β), Xrcc factors (Fig. 1a, c). Another repair-associated protein, Kap1, was retained as a Chd1 interactor at high salt immunoprecipitation (Supplementary Fig. 1b). We confirmed interactions of Chd1 with activated Atm (Atm phospho-S1981), Kap1, Parp1 and Top2β in wild-type ES cells via co-immunoprecipitation (Co-IP) (Fig. 1d and Supplementary Fig. 1c). Interaction of Chd1 with the single-stranded repair factor Xrcc1 was not detected by Co-IP (Fig. 1d). Therefore, we focused on the double-stranded DNA (DSB) repair components for the remainder of this study.

**Fig. 1:**
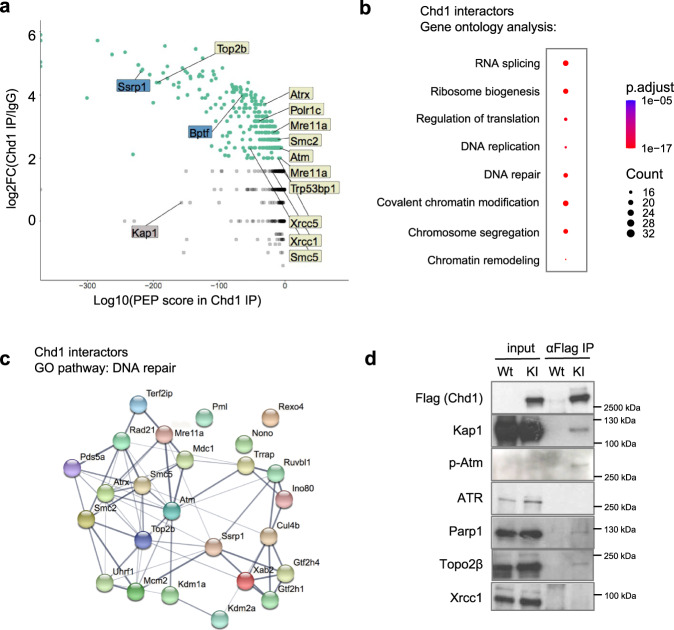
Chd1 interacts with double-stranded DNA repair proteins in ES cells. **a** Putative Chd1 interactors, identified by IP-mass spectrometry using a *Chd1-Flag* knock-in ES cell line. IgG IP was performed as negative control. Each dot denotes an identified protein. Green dots indicate proteins that are significantly enriched in Chd1 IP vs IgG IP. Gray dots indicate detected, but not significantly enriched, proteins. Previously documented interactors of Chd1 are indicated in blue boxes. Key proteins involved in DNA repair are indicated in cream boxes. Trim28, an interactor identified in the 250 mM salt IP (Supplementary Fig. 1) is indicated in the gray box. The posterior error probability (PEP) score denotes the probability that the identified peptide is correct. False discovery rate was set to 1%. (Full list is available in Supplementary Data 1. **b** Gene ontology analysis of co-immunoprecipitated proteins. Selected pathways are shown. The color scale shows the adjusted *p* value of the enriched pathways. Full list is available in Supplementary Data 2. **c** Protein interaction network of factors co-immunoprecipitated with Chd1 and belonging to the gene ontology term “DNA repair”. Colors are randomly assigned to genes. **d** Co-IP validation of the interaction of Chd1 with selected DNA repair proteins. Figure is representative of two biologically independent experiments.

We next assessed how genetic deletion of *Chd1*^3^ affects the levels and localization of its DSB repair interactors. Loss of Chd1 leads to reduced global levels of S139 phosphorylated H2A.X (γH2A.X), a mark of DSB repair, despite slight increases in the levels of H2A.X and Atm kinase, which phosphorylates H2A.X (Supplementary Fig. 1d). Immunofluorescence confirmed that Atm and Top2β levels increase upon Chd1 loss, with the unexpected observation that they accumulate in the nucleolus in ES cells (Fig. 2a). To our knowledge, this pattern of accumulation of DNA repair factors at the nucleolus of undamaged cells has not previously been described. We have previously shown that Chd1 binds directly to rDNA and that loss of Chd1 leads to reduced nascent synthesis of rRNA and fragmentation of nucleoli (Guzman-Ayala et al.^3^ and Fig. 2a). Chromatin immunoprecipitation-qPCR (ChIP-qPCR) revealed an accumulation of Atm, pKap1 and γH2A.X at rDNA in control cells, and a decrease in pKap1 and γH2A.X despite higher levels of Atm, H2A.X and Kap1 at rDNA in *Chd1* KO ES cells (Fig. 2b and Supplementary Fig. 1e). Taken together, these results suggest that Chd1 modulates the function of interacting factors involved in DSB repair in undamaged ES cells, particularly at rDNA in nucleoli.

**Fig. 2:**
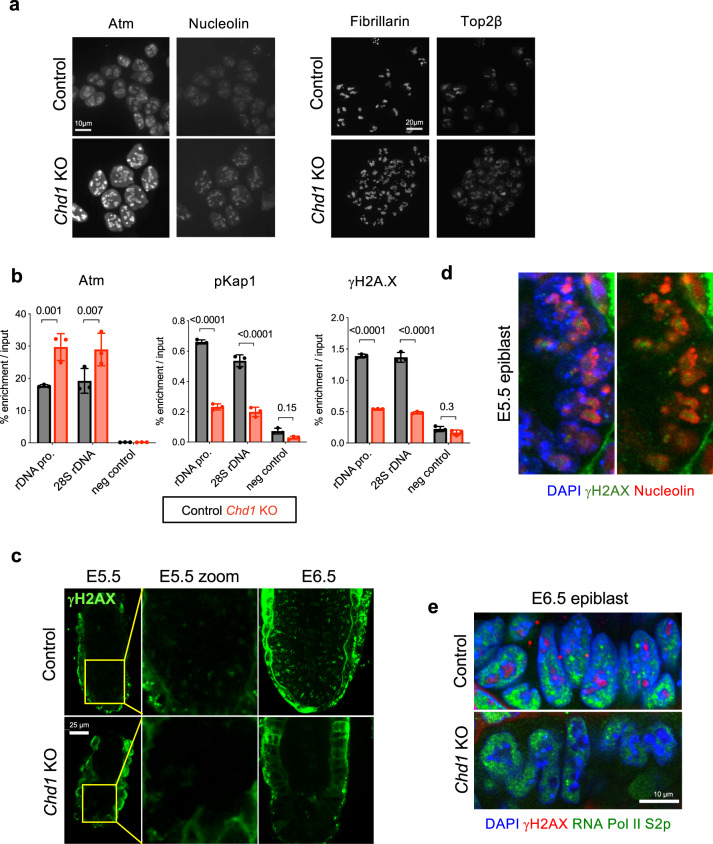
DNA repair signaling is perturbed in *Chd1* KO ES cells. **a** Immunofluorescence analysis of Chd1-interacting DNA repair proteins Atm and Top2β in control and *Chd1* KO cells. Nucleolin and fibrillarin co-stainings mark the nucleoli. Note the fragmentation of nucleoli in *Chd1* KO ES cells, as we have previously reported^3^. Figure is representative of two biologically independent experiments. **b** ChIP-qPCR analysis of selected DNA repair proteins at rDNA. *N* = 3 biologically independent experiments. Graphs show mean and standard deviation. Statistical tests performed are two-way ANOVA with Sidak’s correction. Values above bars indicate *p*-values. **c** γH2A.X staining of control and *Chd1* KO mouse embryos at E5.5 and E6.5. *N* = 4 (minimum) biologically independent embryos. **d** γH2A.X and Nucleolin staining of the control E5.5 epiblast, showing nucleolar localization of the γH2A.X signal. *N* = 4 (minimum) biologically independent embryos. **e** γH2A.X and elongating RNA Pol II (S2p) staining of the E6.5 epiblast in control and Chd1 KO embryos. *N* = 4 (minimum) biologically independent embryos.

We previously used mouse genetics to show that Chd1 is essential for rapid growth of the early post-implantation mouse epiblast (E5.5–6.5) by promoting a high transcriptional output, notably of nascent rRNA at the nucleolus^3^. The surprising presence of γH2A.X in undamaged ES cells and its dependence on Chd1 led us to investigate the status of this histone mark in vivo. We found that γH2A.X is detected in vivo in control embryos at E5.5 and more abundantly at E6.5, and is mainly localized to the nucleolus along with a diffuse nuclear pattern (Fig. 2c, d and Supplementary Fig. 2a). Strikingly, *Chd1* KO embryos entirely lack this γH2A.X signal at both developmental stages (Fig. 2e), while global H2A.X is retained (Supplementary Fig. 2b). These findings in vivo are in agreement with the ES cell data above, showing they are not an artifact of cell culture. The early post-implantation epiblast is one of the fastest proliferating cell types in mammals, with doubling times between 2 and 8 h^18^. Interestingly, the fastest rates of proliferation were recorded at E6.5, where we find high levels of nucleolar γH2A.X (Fig. 2 and Supplementary Fig. 2) Overall, the results indicate that nucleolar accumulation of γH2A.X in vivo correlates with rRNA synthesis and proliferation rate, and all three of these are dependent on Chd1 (this study and Guzman-Ayala et al.^3^).

The loss of γH2A.X in *Chd1* KO cells could simply be a consequence of the reduced global transcriptional output^3^ and therefore a lower occurrence of transcription-induced DNA breaks. We therefore set out to determine the levels and genomic location of DSBs in control vs *Chd1* KO ES cells. We performed DSB labeling by terminal transferase followed by affinity purification and qPCR or deep sequencing (DSB-qPCR or DSB-seq)^17^ (Fig. 3a). 

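DSB-seq was carried out on mouse ES cells of both genotypes, Chd1 KO (Chd1Δ/Δ) and control (Chd1fl/Δ), with 2 replicates each. In this assay the ends of broken DNA in fixed nuclei are extended with biotinylated nucleotides, the DNA is sheared, and labeled fragments are captured on streptavidin beads and sequenced. A total of 50835741 and 53148632 reads were sequenced for the Chd1 KO replicates, and 55783399 and 50645459 for the control replicates. The authors mapped the reads to the mouse genome build mm9 with Bowtie2, removed reads of low mapping quality and kept at most 1 read at each position. This left 13841441 and 16234625 reads in Chd1 KO and 14573142 and 13279910 in control, between 26.1% and 30.5% of each library. The replicates of each genotype were then combined, and peaks were called once per genotype with MACS2 at a q-value cutoff of 0.05, with each read extended to 200 bp. Peaks in blacklisted regions were removed. The 1 list of peaks per genotype was analyzed here. Each peak carries its position and the authors' values at its summit, which are the fold enrichment over the local background and −log10 of the p-value and of the q-value. Because the replicates were combined before peak calling, no value from these lists has a replicate error, and the intervals given for shares are Wilson 95% intervals that cover counting error only.
The number of extended reads at each summit was recovered from the authors' fold enrichment and p-value, since MACS2 computes both from a whole number of reads and a local background. The recovered numbers gave back the authors' −log10 p-values to within 7.25e-05 in Chd1 KO and 1.35e-04 in control. The lowest background, 3.18 reads in Chd1 KO and 2.95 in control, corresponds to 99.0% and 99.1% of the 30076066 and 27853052 deduplicated reads that the paper states, spread over the genome. The depths of the 2 combined libraries therefore differed by a factor of 0.926. Genes, transcripts and TSSs were taken from the GENCODE M1 annotation of the same genome build, and the position of a peak was taken as its midpoint or, where stated, its summit. Both choices could change the number of peaks assigned to TSSs, as could the window around the TSS.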

We first focused on rDNA (Fig. 3b) due to the mainly nucleolar accumulation of several Chd1-interacting proteins (Figs. 1 and 2), as well as the reduced rRNA synthesis and nucleolar fragmentation observed in *Chd1* KO cells^3^. Surprisingly, we found that deletion of Chd1 leads to an accumulation of DSBs at rDNA (Fig. 3c). We quantified nascent rRNA transcription by metabolic labeling of RNA with 5′-ethynyluridine (EU) coupled to biotin, followed by affinity capture and qPCR (EU-capture). Chd1 loss leads to a decrease in nascent rRNA transcripts, particularly at the 5′ end of the transcription unit (Fig. 3d). Treatment of control ES cells with RNA Pol I inhibitor CX-5461 does not induce DSB formation at rDNA (Fig. 3e), contrary to what is found in *Chd1* KO ES cells. Hence, these data indicate that DSB formation at rDNA in *Chd1* KO ES cells is not an indirect consequence of reduced Pol I transcription, further supporting the model of defective repair in the mutant cells. Moreover, the results suggest that the loss of γH2A.X in *Chd1* KO ES cells is not due to a lower level of DSBs, but rather to defective repair. A few foci of 53BP1, a marker of DNA breaks induced by exogenous damage agents, are detected at similar levels in both WT and *Chd1* KO ES cells, although they are highly increased with aphidicolin treatment (Supplementary Fig. 2c). These findings suggest that aspects of the mechanism of repair of endogenous, transcription-induced DNA breaks are distinct from repair of DSBs induced by exogenous agents.

**Fig. 3:**
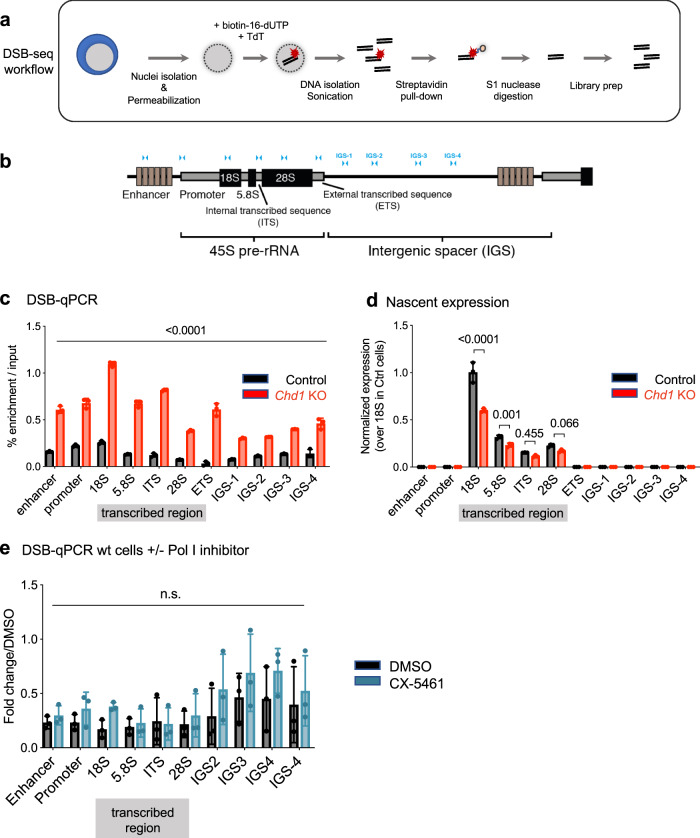
Double-stranded breaks accumulate at ribosomal DNA in *Chd1* KO cells. **a** Schematic depiction of the workflow of DSB-PCR/seq. TdT terminal deoxynucleotidyl transferase, DSB double-stranded break. **b** Schematic depiction of one rDNA transcription unit. **c** DSB levels along the rDNA unit in control and *Chd1* KO cells, normalized to input. *N* = 3 biologically independent experiments. Graphs show mean and standard deviation. Statistical tests performed are two-way ANOVA with Sidak’s correction. Values above bars indicate *p*-values. **d** Nascent rRNA transcription in control and *Chd1* KO cells. *N* = 3 biologically independent experiments. Graphs show mean and standard deviation. Statistical tests performed are two-way ANOVA with Sidak’s correction. Values above bars indicate *p*-values. **e** DSB levels in wt ES cells with or without treatment with a Pol I inhibitor. *N* = 3 biologically independent experiments. Graphs show mean and standard deviation. Statistical tests performed are two-way ANOVA with Sidak’s correction. Values above bars indicate *p*-values.

We previously reported that Chd1 deletion leads to global *hypo*transcription of both RNA Pol I and Pol II-transcribed genes^3^. The unexpected increase in DSBs at rDNA (Pol I-transcribed) in *Chd1* KO ES cells (Fig. 3c) led us to explore the status of DSBs at Pol II-transcribed genes, using DSB-seq (see Methods section for procedure). For comparative analyses, we also performed Chd1 and RNA Pol II ChIP-seq in *Chd1-Flag* knock-in ES cells^3^.

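Of the 5671 DSB peaks in Chd1 KO ES cells, 3672 (64.8%, interval 63.5% to 66.0%) had their midpoint within 1 kb of an annotated TSS, and 3964 genes had such a peak. None of the 54 peaks in control cells lay within 1 kb of a TSS, which allows a share of up to 5.56%. By annotation, 43 control peaks were intergenic and 11 lay in introns. The lists hold only places that passed the peak caller's cutoff in the combined reads, so DSB-seq signal below it, at promoters of control cells for example, was not analyzed here. The rDNA repeats were not analyzed here either.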

DSB-seq confirmed the gain of breaks at rDNA (Supplementary Fig. 3a) and revealed a remarkable widespread accumulation of DSBs at promoter regions of RNA Pol II-transcribed genes in *Chd1* KO cells, relative to controls (Fig. 4a–c). DSBs occur immediately downstream of the transcription start site (TSS), where Chd1 binding peaks in wild-type (WT) conditions (Fig. 4a–c). 

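Within 1 kb of a TSS lay 3673 summits of Chd1 KO DSB peaks. Of these, 2298 (62.6%, interval 61.0% to 64.1%) were downstream of the nearest TSS. The median position was 49 bp downstream, with quartiles at -43 bp (upstream) and 226 bp, and the 50-bp bins next to the TSS held 504 summits on the upstream and 476 on the downstream side. A total of 1540 summits (41.9%) lay more than 100 bp downstream. The choice of TSS moved this distribution most. For the 1320 summits near protein-coding genes with 1 annotated TSS, the class of genes in the paper's heatmaps, the share downstream was 68.1% (interval 65.5% to 70.6%) and the median position 119.5 bp. Chd1 binding was not analyzed here.

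**Figure D1:**
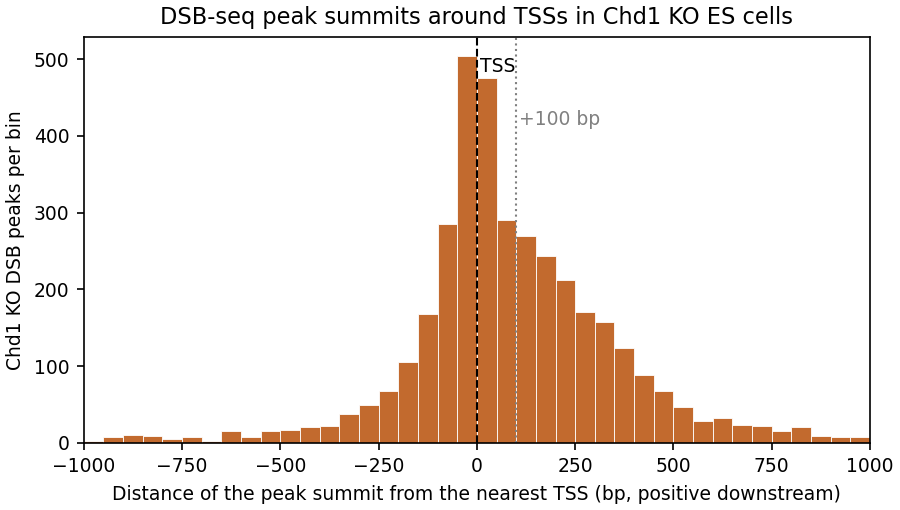
Number of Chd1 KO DSB-seq peak summits in bins of 50 bp by their distance from the nearest annotated TSS, positive downstream. The dashed line marks the TSS and the dotted line 100 bp downstream. The bins with the most summits lie next to the TSS, and 62.6% of summits lie downstream of it.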

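The share of promoters with a DSB peak in Chd1 KO ES cells was compared with the GC content within 1 kb of the TSS, over 11411 autosomal protein-coding genes with 1 annotated TSS. In the fifth of these promoters with the lowest GC content (21.4% to 41.9%), 0 of 2293 had a peak summit within 1 kb of the TSS, which allows a share of up to 0.131%. From 42.0% to 47.4% GC the share was 0.483% of 2278 promoters, and from 47.4% to 51.7% it was 3.49% of 2295. It was 13.1% of 2265 promoters from 51.7% to 56.0% GC and 39.3% (interval 37.4% to 41.4%) of the 2280 promoters with a higher GC content. In the decile with the highest GC content, 599 of 1133 promoters (52.9%, interval 50.0% to 55.8%) had a peak. Across promoters, which are not independent replicates, the presence of a peak and GC content had a Spearman correlation of 0.428 and a Pearson correlation of 0.443 (permutation test, two-sided p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 2e-05 over 2 relations). Among the 1285 promoters with a peak, a set limited by the cutoff of the peak caller, the authors' fold enrichment of the highest peak and GC content had a Spearman correlation of -0.0783 and a Pearson correlation of -0.0897 (permutation test, two-sided p = 0.0052, adjusted p = 0.0052). The DSB-seq signal over all promoters, Chd1 and RNA Pol II binding and nucleosome occupancy were not analyzed here.

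**Figure D2:**
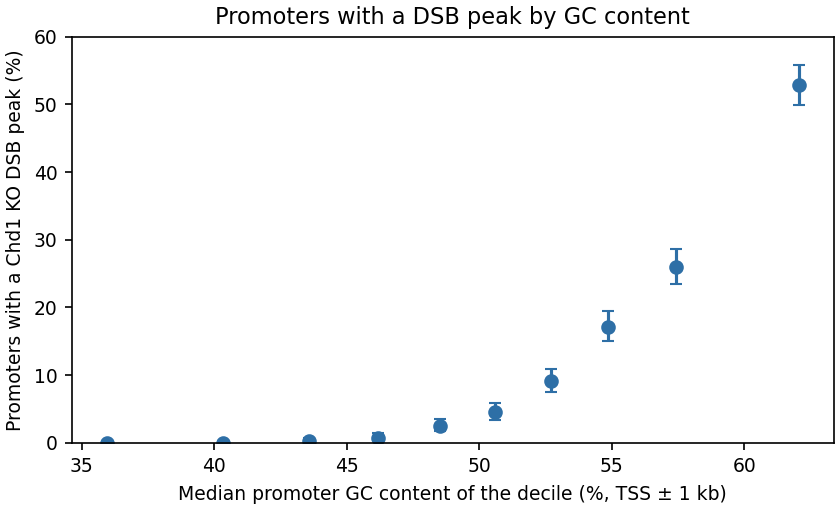
Percent of promoters with a Chd1 KO DSB peak summit within 1 kb of the TSS, in deciles of promoters by GC content, against the median GC content of each decile. Error bars are Wilson 95% intervals. The share rises from 0% in the lowest decile to 52.9% in the highest.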

At promoter regions (±1kb of TSS), DSBs in *Chd1* KO cells positively correlate with GC content (Spearman *ρ* = 0.80, *p* < 10^−300^), Chd1 (Spearman *ρ* = 0.71, *p* < 10^−300^), and RNA Pol II (Spearman *ρ* = 0.63, *p* < 10^−300^) binding in WT cells, and negatively correlate with nucleosome occupancy (Spearman *ρ* = −0.29, *p* < 5 × 10^−280^). The propensity to accumulate DSBs in *Chd1* KO ES cells does not correlate with wild-type gene expression levels (Fig. 4b–d, Spearman *ρ* = 0.012, *p* > 0.306) or reduced expression upon *Chd1* loss^3^ (Supplementary Fig. 3a).

**Fig. 4:**
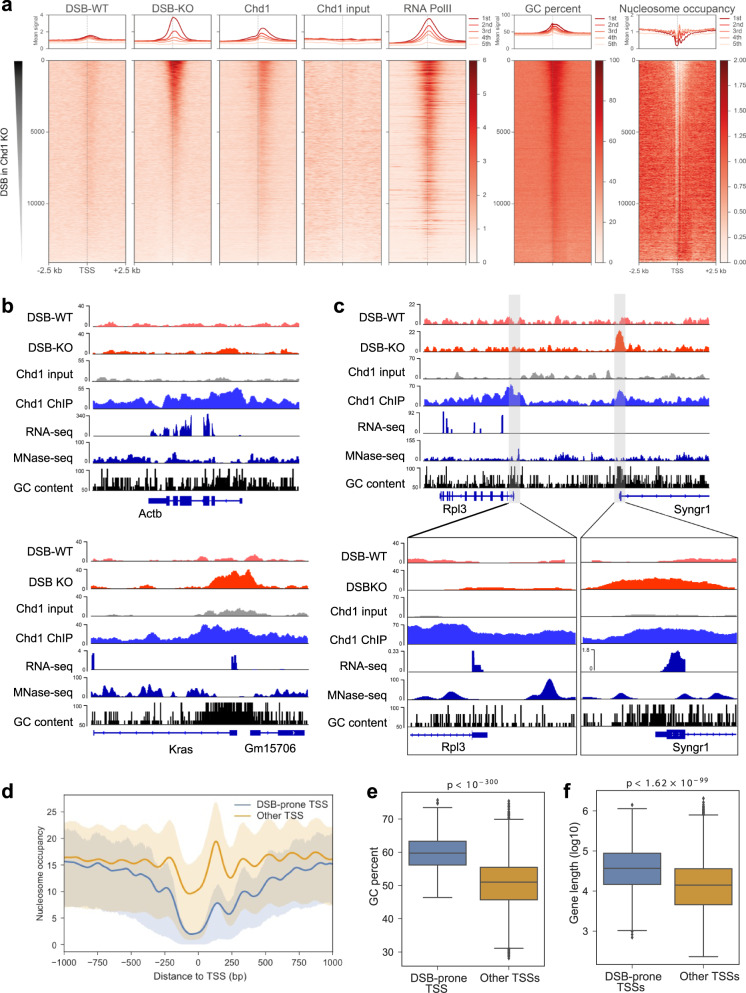
Widespread double-stranded break accumulation at transcriptional start sites (TSSs) in *Chd1* KO cells. **a** Heatmaps showing DSBs, Chd1 binding, Pol II levels, nucleosome occupancy, and GC content. Genes are ranked based on mean double-stranded break (DSB) levels in *Chd1* KO cells within ±1kb of TSS. Values in each heatmap are divided by the mean of the entire matrix (except for GC content), respectively, and then smoothed using a Gaussian kernel (5 genes by 20 bp), to facilitate visualization. Upper panels show the mean signal within each quintile of genes sorted according to the same order as in the heatmaps. Only protein-coding genes with unique TSSs are included to avoid ambiguity. MNase-seq data were obtained from Voong et al.^19^. **b**, **c** Genome browser views of DSB-prone (Kras, Syngr1) and other (Actb, Rpl3) genes. Note that DSB propensity does not correlate with expression level (see Supplementary Fig. 3a). **d** Nucleosomal patterns at TSSs of DSB-prone and non-DSB-prone genes. Line depicts mean and shade shows first-to-third quartile values. **e** GC content of DSB-prone TSSs in comparison to non-DSB-prone TSSs. Statistical test is one-sided Wilcoxon rank-sum test. **f** Gene length of DSB-prone genes in comparison to non-DSB-prone genes. Statistical test is one-sided Wilcoxon rank-sum test. In **d**–**f**, only protein-coding genes with unique TSSs are included.

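Syngr1 is annotated on the plus strand of chromosome 15 of mm9 from 79921764 to 79949931, with a promoter GC content of 57.8% within 1 kb of its outermost TSS. A Chd1 KO DSB peak of 527 bp, from 79921515 to 79922041, spans this TSS. Its summit lies at 79921729, 0.035 kb upstream of the TSS, with 22 extended reads, an authors' fold enrichment of 5.35 and a −log10 q-value of 7.70. The longest run of only G and C in the peak, on the plus strand, GGGGGCGGGGGCGCCGCGC, covers the TSS from 79921749 to 79921767. The peak is annotated as promoter, and Syngr1 is in Supplementary Data 3. Actb, on the minus strand of chromosome 5 from 143664794 to 143668433, has a promoter GC content of 60.5%, and Rpl3, on the minus strand of chromosome 15 from 79908211 to 79913836, one of 47.5%. No Chd1 KO peak lay within 1 kb of their TSSs, although a run of G and C of 32 bp lies within 1 kb of the Actb TSS, from 143667899 to 143667930, and the nearest summits were 206 kb and 7.89 kb away. The summit nearest to Rpl3 is that of the Syngr1 peak. The control peak nearest to any of these 3 TSSs was 23457 kb away, on the chromosome of Rpl3.

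**Figure D3:**
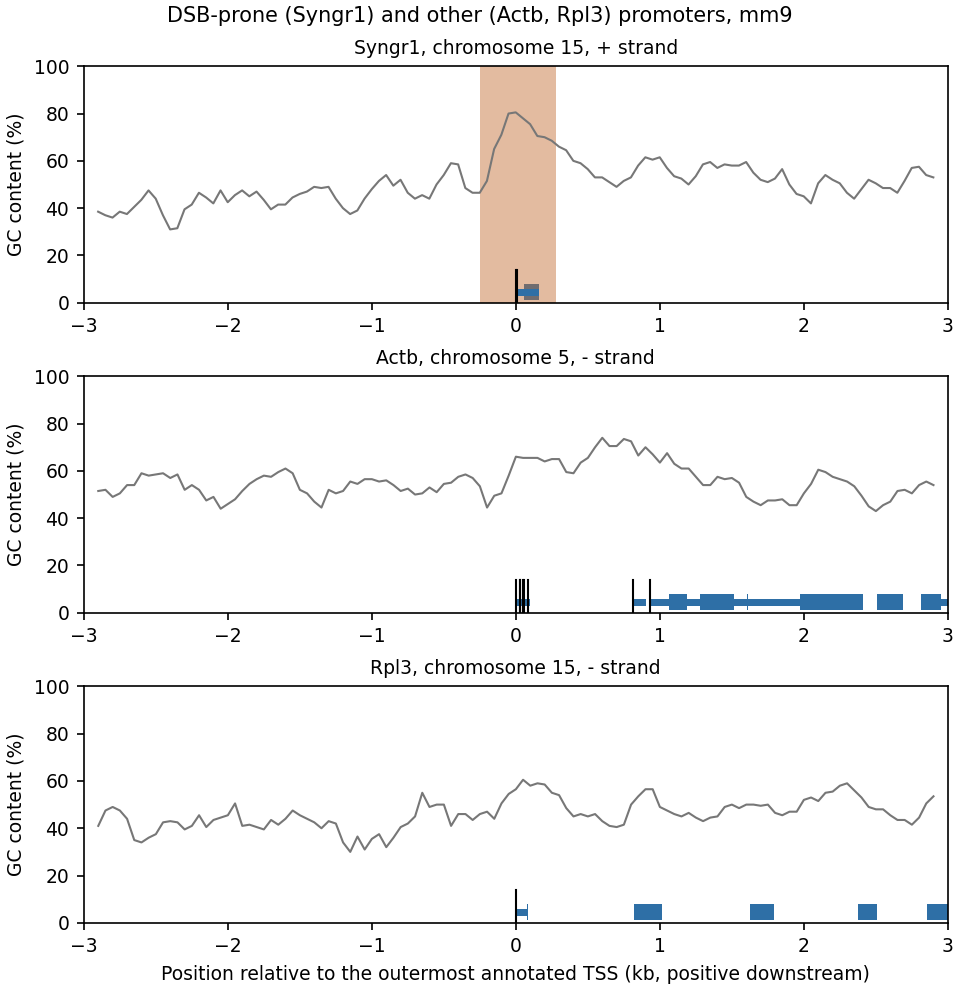
Promoters of Syngr1, Actb and Rpl3 on mm9, from 3 kb upstream to 3 kb downstream of the outermost annotated TSS. Grey lines give the GC content in windows of 200 bp, the orange band is a Chd1 KO DSB peak, black ticks are annotated TSSs, and blue boxes are exons, taller where they are coding. The band covers the TSS of Syngr1, and no control peak falls in any of the windows.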

We detected 5671 DSB peaks in *Chd1* KO ES cells (vs. only 54 in control), among which 1825 peaks mapped around the TSSs (−1kb to +100 bp) of 1785 genes (DSB-prone genes, Supplementary Data 3). 

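The peak lists hold 5671 peaks for Chd1 KO and 54 for control. Under the alternatives to the peak caller's cutoff the Chd1 KO list held between 5044 and 5667 peaks. The lowest of these came from applying the p-value of the weakest control peak to both lists, an alternative chosen after seeing the data. Thinning the reads at the Chd1 KO summits to the control depth left 5601 peaks. Of the 54 control peaks, 50 (92.6%, interval 82.4% to 97.1%) shared at least 1 bp with a Chd1 KO peak, against 0.156 on average when the control peaks were placed at random on their chromosomes (permutation by 1000 placements, p = 0.001, the smallest they can give). The Chd1 KO peaks had a median width of 299 bp, a median of 21 extended reads at the summit and a median fold enrichment of 4.56 (quartiles 4.07 and 5.26). The control peaks had a median width of 280.5 bp, a median of 27.5 reads and a median fold enrichment of 5.77 (quartiles 3.94 and 6.83). As a description of these libraries, the median fold enrichment of the Chd1 KO list differed by -1.21 (permutation test across peaks, two-sided p = 1e-05, the smallest that 100000 permutations can give). The lists end at different p-values, with a lowest −log10 p-value of 4.88 in Chd1 KO and 7.13 in control. Weaker peaks could thus enter the Chd1 KO list only, so this test cannot separate peak height from the cutoff. Over peaks that overlap between the lists, 49 in Chd1 KO and 50 in control, the difference had the opposite sign, 0.641 (permutation test, p = 0.25). Both sets lie at shared sites, but the test permuted peaks without pairing them. It therefore cannot decide whether the heights differ at these sites.
In the window from 1 kb upstream to 100 bp downstream of a TSS lay the midpoints of 2420 Chd1 KO peaks (42.7%, interval 41.4% to 44.0%), and 2619 genes had such a peak. Peaks placed at random on their chromosomes gave between 109 and 189 peaks in this window and 148 on average, a ratio of 16.4 (permutation by 1000 placements, p = 0.001). With TSSs of protein-coding transcripts only, 2089 peaks and 2128 genes were found. Extending the window to 1 kb downstream moved the count of peaks most. The highest fold enrichment of a peak within 1 kb of a TSS was 8.27, on chromosome 9 from 99650038 to 99650443, beside an annotated copy of the small RNA family SNORA17. The next were a peak of 8.16 on chromosome 8 from 24399796 to 24400326, beside another SNORA17 copy, 8.13 at Gm9008, 8.09 at Smo and 7.89 at Gm9970. Gm9008, Smo and Gm9970 are not in Supplementary Data 3.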

DSB peaks are enriched at TSSs, 5′ untranslated regions and exons (Supplementary Fig. 3b). 

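By the position of their midpoint, 2420 of the 5671 Chd1 KO peaks lay in promoters, which make up 2.45% of the sequenced genome, a log2 enrichment of 4.12 (interval 4.08 to 4.16). The 5′ untranslated regions outside promoters make up 0.0750% of the genome and held 299 peaks, a log2 enrichment of 6.14 (interval 5.98 to 6.29). Coding exons held 380 peaks, a log2 enrichment of 2.63 (interval 2.49 to 2.77). Introns held 1405 peaks and intergenic sequence 999, with log2 values of -0.53 and -1.69. The 123 peaks around transcription termination sites gave a log2 value of -0.23, with an interval from -0.49 to 0.02 that includes 0. Peaks were assigned to the first class that applied, in the order promoter, termination site, coding exon, 5′ and 3′ untranslated region, non-coding exon and intron. With the summit in place of the midpoint the promoter and 5′ untranslated values were 4.12 and 6.09. For termination sites the interval then ended just below 0, at -0.0048, and at a q-value cutoff of 0.001 at -0.0056.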

GO analysis predicts that genes involved in transcription, chromatin modification, and signaling are particularly prone to DSB in *Chd1* KO ES cells (Supplementary Fig. 3c). To understand why these genes might be especially susceptible to DNA breaks, we analyzed the chromatin structure at DSB-prone TSSs in comparison to non-DSB-prone TSSs. We utilized ES cell MNase-seq datasets generated by Voong et al.^19^ (Fig. 4d). DSB-prone genes display a more open chromatin structure at TSSs, with less regular nucleosomes surrounding the start site. In particular, the +1 nucleosome is less abundant in DSB-prone genes (Fig. 4d). Taken into consideration that this graph depicts a population average of many cells going through the transcription cycle, the data suggest that the +1 nucleosome in DSB-prone genes is frequently displaced to expose naked DNA. Interestingly, Chd1 peaks at this +1 position (Fig. 4a), suggesting that it promotes eviction of this nucleosome, as previously reported in embryonic fibroblasts^10^, and in doing so facilitates DNA repair and transcriptional elongation.

To probe why these 1785 genes have a more exposed TSS region and are DSB-prone upon Chd1 loss, we investigated genomic features of these genes. 

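Of the 1785 genes of Supplementary Data 3, 1752 (98.2%) were matched by their symbol or an earlier symbol to the annotation, 3 entries had been turned into calendar dates and 30 had no match. Among autosomal protein-coding genes with 1 annotated TSS, 638 were in the list and 10773 were not. The median GC content within 1 kb of the TSS was 59.5% (quartiles 55.4% and 63.4%) for the listed genes and 49.1% (quartiles 43.0% and 54.1%) for the others, a difference of 10.4 percentage points (rank-sum statistic with a one-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). In 87.0% of pairs of a listed and another gene, the listed gene had the higher GC content. The difference was largest, 15.1 points, within 500 bp of the TSS and smallest, 8.35 points, over all protein-coding genes. The peaks themselves had a mean GC content of 69.0%, against 42.1% at random places on the same chromosomes and 49.9% at random places around TSSs (permutation by 1000 placements, p = 0.001 in both cases, the smallest they can give). The median was 76.6% for peaks within 1 kb of a TSS, 53.9% for the 1998 peaks farther away and 47.9% for the control peaks.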

DSB-prone genes have a significantly higher GC content in their promoter-proximal region compared to non-DSB-prone genes (Fig. 4a, e, Wilcoxon rank-sum test *p* < 10^−300^). Moreover, DSB-prone genes are on average longer than non-DSB-prone genes (Fig. 4f, Wilcoxon rank-sum test *p* < 1.62 × 10^−99^). 

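The mean length of the transcripts had a median of 27.9 kb (quartiles 10.3 and 63.3 kb) for the 638 listed genes and 6.98 kb (quartiles 1.63 and 22.5 kb) for the 10773 other genes, a log2 ratio of 2.00 (rank-sum statistic with a one-sided permutation test, p = 1e-05, the smallest that the permutations can give). Genes and not samples were permuted, so the test describes the list. With bins of similar promoter GC content the log2 ratio was 1.16 (permutation within 10 bins, one-sided p = 1e-05). In the decile of promoters with the highest GC content, the median was 34.1 kb for listed genes and 15.4 kb for the others. Over all protein-coding genes, 1727 of them listed, the log2 ratio was 1.48. From its results as a whole, the paper proposes that Chd1 acts on nucleosomes where long genes have GC-rich promoters, and so aids DNA repair and elongation by RNA Pol II.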

Previous studies showed that longer genes are more DSB-prone in neurons, due to the increased Topoisomerase activity required to relieve the torsional stress that accumulates during DNA unwinding (reviewed in Teves et al.^16^). Taken together, our results suggest that Chd1 remodels nucleosomes at GC-rich promoters of long genes to facilitate DNA repair and repeated cycles of RNA Pol II elongation in hypertranscribing ES cells.

Finally, we explored the relationship between DSBs induced by Chd1 loss in ES cells and the activities of Topoisomerase, transcription initiation, and DNA repair. Topoisomerase creates then ligates DSBs, unless the cells are treated with etoposide which blocks its ligation activity. Treatment of control cells with etoposide increases DSB formation, indicating that the DSBs do occur in wt cells but are promptly repaired by Topoisomerases in the presence of Chd1 (Fig. 5a and Supplementary Fig. 4a). Etoposide treatment further increases DSB levels in *Chd1* KO cells, suggesting that the DSBs observed in *Chd1* KO cells are not simply due to defective Topoisomerase activity, a finding that requires further investigation. Overall, inhibition of topoisomerase activity can induce DSBs at active promoters, as has been shown previously^17^, and this is the case even in the absence of Chd1.

**Fig. 5:**
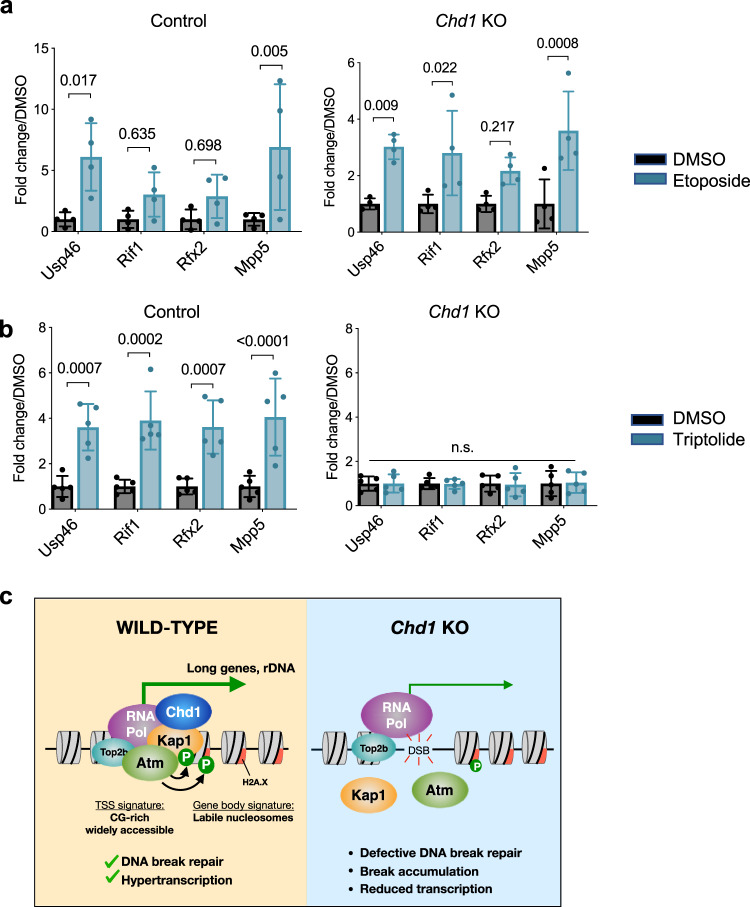
Promoter-proximal DSBs occur independent of transcription initiation but are dependent on topoisomerase activity. **a** Gene promoter DSB levels in control and *Chd1* KO cells with or without treatment of etoposide. *N* = 4 biologically independent experiments. Graphs show mean and standard deviation. Statistical tests performed are two-way ANOVA with Sidak’s correction. Values above bars indicate *p*-values. **b** Gene promoter DSB levels in control and *Chd1* KO cells with or without treatment of triptolide. *N* = 4 biologically independent experiments. Graphs show mean and standard deviation. Statistical tests performed are two-way ANOVA with Sidak’s correction. Values above bars indicate *p*-values. **c** Proposed model for how Chd1 may protect genome integrity at transcribed promoters by preventing DNA break accumulation during hypertranscription in ES cells. See text for details.

Although DSB occurrence in *Chd1* KO cells does not correlate with gene expression levels in wt cells or with differential expression in *Chd1* KO cells, DSBs do correlate to some extent with RNA Pol II occupancy at promoters (Fig. 4a). We note that this correlation is not linear, as the 1st and 2nd quartiles of highest DSB-accumulating genes have a greater difference in DSB levels than Pol II occupancy in control cells. Considering the fact that Chd1 associates with Pol II and facilitates transcription just downstream of Pol II through pumping DNA towards it^20^, *Chd1* KO could compromise transcription via accumulation of initiated Pol II at TSSs. To probe the role of transcription initiation on DSB occurrence, we tested DSB levels upon inhibition of transcription initiation via triptolide treatment (Fig. 5b and Supplementary Fig. 4b). Inhibition of transcription initiation does increase DSBs in wt cells to levels comparable to *Chd1* KO cells but does not further increase DSBs in *Chd1* KO cells. These data suggest that DSBs that form in *Chd1* KO ES cells may occur during Pol II loading and assembly, while reduced nascent transcription may further contribute to DSBs accumulation.

## Discussion

This work describes a novel role for the chromatin remodeler Chd1 in protecting genome integrity at promoter regions by preventing DSB accumulation in pluripotent stem cells (Fig. 5c). Our results point to a central role for rDNA at the nucleolus in the coordination between hypertranscription and DNA integrity in hypertranscribing ES cells. rRNA comprises ~80% of the RNA being synthesized in ES cells and therefore represents both a major focal point of hypertranscription as well as a vulnerability to DNA breaks. We had previously implicated Kap1, generally thought to be a repressor, in rRNA transcription^21^, and this study further contributes to clarifying that role.

We propose that the accumulation of unrepaired DNA breaks in *Chd1* KO cells compromises nascent transcriptional output and leads to the proliferation defects and ultimate developmental arrest of the rapidly expanding post-implantation epiblast. We note that the loss of Chd1 is not catastrophic to ES cells, despite the widespread occurrence of DSBs at GC-rich promoters of transcribed genes: *Chd1* KO ES cells remain undifferentiated and capable of gene transcription, albeit with a lower transcriptional output and a self-renewal deficit. These results suggest that promoter DSBs are still eventually repaired in *Chd1* KO ES cells, albeit at a lower rate, which compromises optimal nascent transcription and proliferation. Although we did not observe a direct correlation between DSB formation and expression levels in wt or expression changes in *Chd1* KO cells, a role for reduced transcriptional output on DSB formation via RNA Pol II accumulation or pausing is a possibility that warrants further studies. Similarly, understanding to what extent Chd1 specifically suppresses DSB formation in the first place versus promotes their rapid repair will require more detailed biochemical studies. These functions may not be mutually exclusive. For example, it is possible that Chd1 facilitates the religation activity of Top2a, and in parallel recruits DNA repair factors as a backup mechanism that may be particularly important in hypertranscribing cells. In either scenario, Chd1 activity at transcribed promoters protects genome integrity, a finding with significant implications in stem cell biology and cancer.

Repair of DSBs requires efficient signaling spearheaded by the Atm kinase, which we show is defective in *Chd1* KO ES cells. Interestingly, Chd1-deficient human cancer cells have defective DNA repair when exposed to ionizing radiation or radiomimetic chemicals^22,23^. These cells show reduced H2A.X phosphorylation and are more sensitive to PARP inhibitors. The present study is the first report of Chd1-mediated DNA repair activity under native conditions without any external insult. The TSS sequence and chromatin landscape appear to be the main determinants of DSB generation in ES cells. DSBs were shown to be conducive to transcription in several cell types, in the absence of exogenous DNA damage^11–13,17^. Such studies point to a correlation between gene transcription and the occurrence of DNA breaks. *Chd1* KO ES cells, on the other hand, have lower nascent transcription levels and higher incidence of DNA breaks. Thus, the DNA breaks we observe in *Chd1* KO ES cells are not caused by increased transcription but rather by defective repair, a notion further supported by the loss of γH2A.X. We speculate that hypertranscribing, proliferating cells may have an increased dependence on Chd1 to balance high transcriptional output with DNA integrity. It will be of interest to explore the potential role of Chd1 in transcription-associated DNA break repair in other cell types, both in physiological stem/progenitor cells as well as in proliferating tumor cells. Of note, CHD1 is the second most frequently mutated gene in prostate cancer, after PTEN^24,25^. In agreement with our data, Dellino et al.^26^ showed that release of paused RNA Pol II in breast cancer cells induces DSBs preferentially at long genes and can lead to chromosomal translocations.

In highly proliferative cells, replication stress can occur due to the collision of replication and transcription complexes, resulting in DNA breaks that are marked by γH2A.X^27^. It is unlikely that the high γH2A.X signal in wild-type ES cells and epiblast is strictly due to replicative stress because high γH2A.X is observed in all cells regardless of cell cycle stage. Moreover, *Chd1* KO ES cells have higher incidence of DSBs and reduced γH2A.X (this study) without significant deviations in cell cycle stage proportions^3^. In agreement, γH2A.X staining is not limited to S phase cells, as might be expected from replication stress, but is found across all stages of the cell cycle, in both control and *Chd1* KO ES cells (Supplementary Fig. 4c–e). Taken together, our findings suggest that hypertranscription puts ES cells, and potentially other stem/progenitor cells, at risk of DNA breaks and genomic instability, but this is countered by Chd1-dependent DNA repair.

Why Atm signaling is defective in *Chd1* KO ES cells is a central question that remains elusive. In *Chd1* KO cancer cells, γH2A.X is reduced due to reduced incorporation or retention of H2A.X at damage sites^23^. Decreased γH2A.X despite DSB accumulation could stem from defective γH2A.X spreading due to compromised H2A.X deposition in *Chd1* KO ES cells. H2A.X is deposited by the FACT complex^28^, which interacts with Chd1 to spread through transcribed regions^29^. Therefore it is conceivable that the amplification of the DNA damage signal through γH2A.X spreading is defective in *Chd1* KO cells. Alternatively, it is possible that the chromatin remodeling activity of Chd1 facilitates access of ATM to its target site on H2A.X, or that other interactors of Chd1 promote Atm activity towards H2A.X. For example, Chd1 may also interact with PARP1 and the histone acetyltransferase Tip60, and both histone ADP ribosylation and acetylation are involved in chromatin relaxation at DNA repair sites^30,31^. Other major transcriptional regulators such as Myc and Paf1c mediate repair of transcription-associated DNA breaks through H2B ubiquitination^32^, which may be a mechanism shared by Chd1, as global H2Bub reduction was observed in *Chd1* KO cells^33^. Further biochemical studies of how the activity of Atm and other aspects of DNA repair are modulated by Chd1 will shed light on the mechanisms by which stem and progenitor cells can undergo hypertranscription while preserving DNA integrity.

## Methods

### Mice

Chd1^Δ/+^ females (6- to 12-week-old) and males (6 week- to 6-month-old) were used to recover the embryos. Animals were maintained on 12 h light/dark cycle and provided with food and water *ad libitum* in individually ventilated units (Techniplast at TCP, Lab Products at UCSF) in the specific pathogen-free facilities at UCSF. All procedures involving animals were performed in compliance with the protocol approved by the IACUC at UCSF, as part of an AAALAC-accredited care and use program (protocol AN091331-03). Chd1 heterozygous mice were mated, embryos were collected at embryonic day 5 (E5.5) or day 6 (E6.5) after detection of the copulatory plug by dissecting uteri of pregnant females following standard practices.

### ES cell culture

*Chd1-Flag* knock-in, *Chd1*^*fl*/Δ^ and *Chd1*^Δ/Δ^ ES cells were used as described^3^. Cells were grown in DMEM GlutaMAX with 15% FBS (Atlanta Biologicals), 0.1 mM non-essential amino acids, 50 U/ml Penicillin/Streptomycin (UCSF Cell Culture Facility), 0.1 mM EmbryoMax 2-Mercaptoethanol (Millipore), and 2000 U/ml ESGRO supplement (LIF, Millipore or Gemini) under ambient air with 5% CO_2_. Cells tested negative for mycoplasma contamination.

### Immunoprecipitation

Wild-type E14 or *Chd1-Flag* knock-in cells were used. Cells were fractionated into cytoplasmic and nuclear compartments prior to immunoprecipitation. For cytoplasmic extracts, cells were lysed in Buffer A (10 mM Hepes pH 7.9, 5 mM MgCl_2_, 0.25 M Sucrose and 0.1% NP-40 supplemented with 1x Halt protease inhibitor cocktail (Thermo Fisher Scientific, 78425), 1 mM PMSF, 5 mM NaF and 1 mM NaVO_4_) and were centrifuged for 10 min, 1800×*g* at 4 °C. For nuclear extracts, the resulting pellets were resuspended in buffer B (10 mM Hepes pH 7.9, 1 mM MgCl2, 0.1 mM EDTA, 25% glycerol, 0.5% Triton X-100 and 0.5 M NaCl supplemented with 1x Halt protease inhibitor cocktail (Thermo Fisher Scientific, 78425), 1 mM PMSF, 5 mM NaF and 1 mM NaVO_4_) and homogenized by passing through 18Gx1 1/2” size needles. Nuclear extracts were quantified using Pierce BCA Protein Assay kit (23225). For immunoprecipitation, 100 μg of extract was adjusted to 500 μl total volume and 150 mM final NaCl concentration, and incubated in the presence of 20 μl pre-washed Protein A or G Dynabeads (Thermo Fisher Scientific, 1002D or 1004D) and the following antibodies: Flag (Sigma, F1804), Kap1 (Abcam, ab22553), Atm phospho S1981 (Active Motif, 39529), Atr (Santa Cruz Biotechnology, sc-1887), Parp1 (Santa Cruz Biotechnology, sc-25780), Top2β (Santa Cruz Biotechnology, sc-13059), and Xrcc1 (Santa Cruz Biotechnology, sc-11429). Beads were washed three times in buffer B, then boiled in 2x Laemmli Buffer with 5% β-mercaptoethanol. Western blot was performed as described below.

### IP- mass spectrometry

Chd1-Flag ES cells were lysed and processed as above. Nuclear extracts were used for immunoprecipitation at 150 mM and 250 mM salt concentrations. For mass spectrometry, Flag IP and IgG control were run on a denaturing gel. Gel was stained using Coomassie Brilliant Blue. IP and control lanes were cut into 10 pieces avoiding light and heavy antibody chains and frozen until processed for mass spectrometry.

Protein bands were excised, destained with repeated incubation in 200 mM ammonium bicarbonate, 40% [v/v] acetonitrile. Gel pieces were dried with three washes in 100% acetonitrile and then trypsinised (Trypsin resuspended in 100 mM ammonium bicarbonate, 5% [v/v] acetonitrile) overnight at 37 °C. Peptides were extracted from the gel pieces by incubation in 50% [v/v] acetonitrile, 0.1% [v/v] formic acid, peptides were desiccated and resuspended in 2% [v/v] acetonitrile, 0.05% [v/v] trifluoroacetic acid; pH 2.7. For each analysis, 10% of the peptide sample was loaded onto an Acclaim Pepmap C18 Trap (500 µm × 5 mm) and flow was set to 30 µl/min of 2% [v/v] acetonitrile, 0.05% [v/v] trifluoroacetic acid for 5 min. Analytical separation of the peptides was performed using Acclaim PepMap100C18 Column (3 µm, 75 µm × 500 mm) on a U3000 RSLC (Thermo). Briefly, peptides were separated over a 91 min solvent gradient from 2% [v/v] acetonitrile, 0.1% [v/v] formic acid to 40% [v/v] acetonitrile, and 0.1% [v/v] formic acid on-line to a LTQ Orbitrap Velos (Thermo). Data was acquired using an data dependant acquisiton (DDA) method where, for each cycle one full MS scan of *m*/*z* 300–1700 was acquired in the Orbitrap at a resolution of 60,000 at *m*/*z* 400 with an AGC target of 1x10e6. Each full scan was followed by the selection of the 20 most intense ions, CID and MS/MS analysis was performed in the LTQ. Selected ions were excluded from further analysis for 60 s. Ions with an unassigned charge or a charge of +1 were rejected.

Data were analyzed using Mascot (Matrix Sciences) the parameters were; Uniprot database, taxonomy *Mus Musculus*, 16,403 sequences present, trypsin with up to 1 missed cleavage allowed, variable modification were oxidized methionine, phosphorylated serine, threonine, and tyrosine and the peptide tolerance of 0.025 Da and 0.03 Da for MS/MS tolerance. The false discovery rate (FDR) of protein identification was controlled using a target-decoy searching strategy^34^. The maximum allowed FDR for protein identification was set to 1%. The posterior error probability (PEP) score denotes the probability that the identified peptide is correct.

For gene ontology (GO) and protein network analysis, proteins with fewer than 4 peptides in Chd1 IP were filtered out and only those hits passing the log2FC (Chd1 IP/negative control IP) >2 and PEP score <0.05 were retained. Gene ontology (GO) pathway enrichment analysis was performed using the compareCluster function of clusterProfiler^35^ (version 3.18.1). The “enrichGO” function for biological process with a significance cutoff *p*-value < 0.05 and *q*-value < 0.1 was used. Benjamini–Hochberg method was used to correct for multiple statistical testing (adjusted *p-*values).

Protein network analysis was performed using the STRING software^36^ (version 11.0) with the following parameters: Network type: Full STRING network, meaning of network edges: confidence (line thickness indicates the strength of data support), active interaction sources: experiments, textmining, databases, co-expression, neighborhood, gene fusion, co-occurrence, minimum required interaction score = 0.4.

### Western blot analysis

*Chd1*^*fl*/Δ^ and *Chd1*^Δ/Δ^ (7 days post-induction of KO) ES cells were used. For analysis of whole cell extracts, cells were lysed in RIPA buffer (150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris pH 8.0, 1x Halt protease inhibitor cocktail (Thermo Fisher Scientific), 1 mM PMSF, 5 mM NaF and 1 mM NaVO_4_). Cells were incubated for 30 min on ice, then sonicated using a Bioruptor (Diagenode) for 5 min with settings high, 30 s on, 30 s off. Laemmli Buffer with 5% β-mercaptoethanol was added to 1x and samples were boiled at 95 °C for 5 min. Extracts were loaded into 4–15% Mini-Protean TGX SDS Page gels (Bio-Rad). Proteins were transferred to PVDF membranes. Membranes were blocked in 5% milk/PBS-T buffer for 30 min and incubated either overnight at 4 °C or for 1 h at room temperature with the following antibodies: Chd1 (1:1000, Cell Signaling, 4351), Top2β (1:500, Santa Cruz Biotechnology, sc-13059), Atm (1:250, Genetex, GTX70103 and Abcam, ab78), p-Atm (1:250, Thermo, MA1-2020), Kap1 (Abcam, ab22553), Nucleolin (1:1000, Abcam, ab22758), Polr1a (1:1000, Cell Signaling, D6S6S), H2A.X (1:2500, Abcam, ab11175), γH2A.X (1:1000, Abcam, ab2893), Parp1 (1:500, Santa Cruz Biotechnology, sc-25780), Gapdh (1:2000, Millipore, MAB-374), and anti-rabbit/mouse/goat secondary antibodies (1:2000, Jackson Labs, 115-035-062, 111-035-144). Membranes were incubated with ECL or ECL Plus reagents and exposed to X-ray films (Thermo Fisher Scientific).

### Immunofluorescent staining and imaging

Chd1^fl/Δ^ and Chd1^Δ/Δ^ ES cells were used. Cells were plated on matrigel in 8-chamber polystyrene vessels. Cells were fixed in 4% paraformaldehyde for 10 min, washed with PBS, and permeabilized with 0.2% Triton X-100 in PBS for 5 min on ice. After blocking in PBS, 2.5% BSA, 5% donkey serum for 1 h, cells were incubated overnight at 4 °C with the following antibodies: γH2A.X (1:500, Abcam, ab2893), Nucleolin (1:1000, Abcam, ab22758), Atm (Genetex, GTX70103), Top2β (1:200, Santa Cruz Biotechnology, sc-13059), 53BP1 (1:500, Abcam, ab175933), and Fibrillarin (1:200, Abcam, ab4566). Cells were washed in PBS-Tween20, 2.5% BSA, incubated with fluorescence-conjugated secondary antibody (Life Technologies) for 2 h at room temperature and mounted in VectaShield mounting medium with DAPI (Vector Laboratories). Imaging was performed using a Leica BL-23 microscope. Staining and imaging of E5.5 and E6.5 embryos were performed as described in Guzman-Ayala et al.^3^. Briefly, embryos were fixed in 4% paraformaldehyde in PBS overnight at 4 °C. For IF, embryos or cells were permeabilized with 0.5% Triton X-100 for 20 min at room temperature and blocked in 0.5% BSA in PBS. Embryos were imaged on a laser-scanning inverted confocal microscope (CTR 6500, Leica). z-stacks were taken at 5 μm intervals through the embryo, with each channel acquired sequentially. A minimum of 3 embryos was used for each experiment.

### Chromatin immunoprecipitation

*Chd1*^*fl*/Δ^ and *Chd1*^Δ/Δ^ (7 days post-induction of KO) ES cells were used. ChIP was performed as described in Brookes et al.^37^ with modifications: after aspiration of culture medium, cells were washed with PBS and fixed on the culture dish using 1% formaldehyde in PBS for 10 min at room temperature (RT). Glycine was added to a final concentration of 125 mM to quench formaldehyde for 5 min at RT. Cells were washed twice with ice-cold PBS, incubated in Swelling Buffer (25 mM HEPES pH 7.9, 1.5 mM MgCl_2,_ 10 mM KCl, 0.1% NP-40 with 1x Halt protease inhibitor cocktail (Thermo Fisher Scientific, 78425), 1 mM PMSF, 5 mM NaF and 1 mM NaVO_4_) for 10 min, scraped, passed through an 18Gx11/2″ needle (5x) and spun down at 3000×*g*, 4 °C, 5 min. Nuclei were resuspended in Sonication Buffer (50 mM HEPES pH 7.9, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate 0.1% SDS with 1x Halt protease inhibitor cocktail, 1 mM PMSF, 5 mM NaF, and 1 mM NaVO_4_) and sonicated using a Covaris S2 sonicator with settings 5% duty cycle, intensity 4, cycles per burst 200, frequency sweeping. In all, 20 μl chromatin was incubated sequentially with 1 μl RNaseA and 5 μl proteinase K in 100 μl total volume at 37 °C for 30 min and 65 °C for 1 h, purified using a Qiagen PCR purification kit and DNA content was quantified using a NanoDrop. Fragment size distribution was checked on a 1% agarose gel. Chromatin was snap frozen if not immediately used for IP. Chromatin volume equivalent to 25 μg DNA was used for each IP. Chromatin was immunoprecipitated in the presence of 20 μl pre-washed Protein A or G Dynabeads (Thermo Fisher Scientific, 1002D or 1004D) and the following antibodies: Flag (Sigma, F1804), Kap1 (Abcam, ab22553), phospho S824 Kap1 (Abcam, ab70369), γH2A.X (Abcam, ab2893), H2A.X (Abcam, ab11175), H1 (Thermo Fisher Scientific, PA128374), Polr1a (Cell Signaling, D6S6S), and Atm (Genetex, GTX10701). Beads were washed in sonication buffer (2 times), wash buffer A (sonication buffer with 500 mM NaCl) and TE buffer (10 mM Tris pH 8.0, 1 mM EDTA), and resuspended in elution buffer (50 mM Tris pH 7.5, 1 mM EDTA, 1% SDS) with 1 μl RNaseA and 5 μl proteinase K in 100 μl total volume. After incubation at 37 °C for 30 min and 65 °C for 2 h to overnight, DNA was purified using a Qiagen PCR purification kit. qPCR was performed with KAPA SYBR FAST qPCR Master Mix (Kapa Biosystems) and amplified on a 7900HT Real-time PCR machine (Applied Biosystems). For sequencing, libraries were prepared using the NEBNext ChIP-seq Library Prep for Illumina kit. Library quality and quantity were analyzed using Bioanalyzer (Agilent). Samples were sequenced on a HiSeq 2500 using single-end 50 bp sequencing reads in rapid mode.

### Detection of double-stranded DNA breaks

Chd1^fl/Δ^ and Chd1^Δ/Δ^ (established) ES cells were used. For detection of double-stranded DNA breaks, we combined the Baranello et al.^17^ and BLESS protocols^38^ to achieve end labeling in situ. 1.5 × 10^8^ cells were fixed in 2% formaldehyde suspension for 30 min at room temperature, followed by quenching in 0.25 M glycine for 5 min. Cells were centrifuged, washed twice in PBS, and incubated in 25 ml lysis buffer (10 mM Tris pH 8.0, 10 mM NaCl, 1 mM EDTA, 1 mM EGTA, 0.2% NP-40) for 1 h at 4 °C. Pellets were resuspended in nucleus break buffer ((10 mM Tris pH 8.0, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 0.3% SDS, 1 mM DTT) and incubated for 45 min at 37 °C. After centrifugation, nuclei were resuspended in 1x NEB buffer 2 on ice. In all, 10 μl Proteinase K (20 mg/ml) was added, digestion was performed for 4 min at 37 °C, and samples were immediately returned to ice and 25 μl PMSF was added. Nuclei were centrifuged, and resuspended in 5 ml 1x NEB Buffer 2 + 15 μl Triton X-100, and centrifuged again at 200×*g* for 10 min at 4 °C. Nuclei were washed once in water, and divided into two tubes for end labeling and control reactions. Nuclei were resuspended in 625 μl 1x TdT buffer with 2.5 μl TdT (Promega, M1871) and 2 μl biotin-16-dUTP (Roche 11093070910), and were incubated at 37 °C for 1 h. Control reaction was assembled the same way without TdT. 1:50 volume of 0.5 M EDTA was added to stop the reaction. Proteins were digested with 5 μl Proteinase K (20 mg/ml) at 2 h to overnight at 65 °C. Labeled DNA was precipitated using sodium acetate (70 μl) and isopropanol (700 μl), centrifuged, washed with 70% ethanol and resuspended in water. Genomic DNA was sonicated using a Covaris S2 sonicator with settings 5% duty cycle, intensity 4, cycles per burst 200, frequency sweeping for 4.5 cycles. DNA amount was quantified on a NanoDrop. Size distribution was checked on a 1% agarose gel. For biotinylated DNA pull-down, 20 μg DNA was adjusted to 600 μl final volume in W&B buffer (10 mM Tris pH 7.5, 1 mM EDTA, 1 M NaCl). In all, 10 μl Dynabeads MyOne C1 was washed twice with W&B buffer and added to DNA. Sample was incubated for 1 h at 4 °C. Beads were washed twice in W&B buffer, and resuspended in 100 μl elution buffer (95% v/v formamide, 10 mM EDTA). After incubation at 65 °C for 5 min, DNA was purified using a Qiagen PCR purification column. For sequencing, biotinylated overhangs were removed using S1 nuclease. Sequencing libraries were prepared using the NEBNext ChIP-seq Library Prep for Illumina kit. Library quality and quantity were analyzed using Bioanalyzer (Agilent). Samples were sequenced on a HiSeq 4000 using single-end 50 bp sequencing reads. A list of primers used for qRT-PCR analysis is available in Supplementary Table 1.

### Nascent RNA capture followed by qRT-PCR

To measure nascent transcriptional changes at specific loci, ES cells were analyzed using the Click-iT Nascent RNA Capture Kit (Life Technologies). Chd1^fl/Δ^ and Chd1^Δ/Δ^ cells were incubated with 0.2 μM 5-ethynyl uridine (EU) for 30 min to label nascent transcripts. Cells were washed, harvested by trypsinization and counted. Total RNA was isolated from the 10^6^ Chd1^fl/Δ^ or Chd1^Δ/Δ^ cells using the Qiagen RNeasy Mini Kit (Qiagen) and processed according to manufacturer’s instructions. qPCR was performed with KAPA SYBR FAST qPCR Master Mix (Kapa Biosystems) and amplified on a 7900HT Real-time PCR machine (Applied Biosystems).

### Inhibitor treatments

Chd1^fl/Δ^ and Chd1^Δ/Δ^ (established) ES cells were used. Cells were incubated for indicated durations and concentrations with Triptolide (Sigma), Etoposide (Sigma), or CX-5461 (Sigma). Control cells were treated with DMSO. Inhibitors were withdrawn and cells were washed immediately prior to detection of double-stranded DNA breaks and qPCR.

### Cell cycle analysis

*Chd1*^*fl*/Δ^ and *Chd1*^Δ/Δ^ (established) ES cells were used. Overnight cultured cells were incubated with 10 μM 5-ethynyl-2′-deoxyuridine (EdU) for 1 h. Cells were harvested, fixed in 4% PFA for 15 min, and permeabilized in 0.25% Triton-X 100 in PBS for 5 min on ice. Cells were washed with 1% BSA in PBS and incubated in γH2A.X primary antibody (Abcam, ab2893) for 20 min at room temperature. Following a second wash, cells were incubated with fluorescence-conjugated secondary antibody (Life Technologies) for 20 min at room temperature. Subsequent EdU labeling was conducted according to manufacturer instructions of the Click-iT EdU Alexa Fluor 488 Flow Cytometry Assay Kit ((Life Technologies). SYTOX Blue (Invitrogen) was used to detect DNA content at 1:1000 dilution. Data was collected on a Sony MA900 Multi-Application Cell Sorter, analyzed using FCS Express 7, and plotted using Prism 7.

### Bioinformatic analyses

#### ChIP-seq, DSB-seq, and MNase-seq data processing

ChIP-seq and DSB-seq reads were mapped to the mm9 genome using Bowtie2^39^ with the options --end-to-end --sensitive --score-min L,-1.5,-0.3. Reads with mapping quality <13 were filtered out. PCR duplicates were removed by keeping at most one mapped read at each genomic position. Biological replicates were then combined. Read coverage profiles were generated using bedtools^40^ after extending the mapped reads from 5′ to 3′ end to 200 bp. Processed MNase-seq data in mouse ES cells were obtained from Voong et al^19^. with accession number GSE82127. Center-weighted nucleosome occupancy was calculated from the provided nucleosome center scores as described in Voong et al. and used throughout the paper.

#### DSB-seq peak calling and annotation

DSB-seq peaks were called using MACS2^41^ with the options --shift 0 --nomodel --extsize 200 -g mm and default q-value cutoff 0.05. In total, 5903 and 183 peaks were identified for *Chd1* KO and WT cells, respectively. After filtering out peaks overlapping with blacklisted regions (http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/mm9-mouse/mm9-blacklist.bed.gz), 5671 and 54 peaks were retained for *Chd1* KO and WT cells, respectively. The identified peaks were associated with genomic annotations using HOMER annotatePeaks.pl^42^. In particular, 1825 peaks in *Chd1* KO cells were mapped around TSSs (−1kb to +100 bp) of 1785 genes (DSB-prone genes).

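Of the 1752 listed genes that were matched to the annotation, 1611 (92.0%, interval 90.6% to 93.1%) had the midpoint of a Chd1 KO peak in the window from 1 kb upstream to 100 bp downstream of an annotated TSS. With the window extended to 1 kb downstream, 1730 (98.7%, interval 98.1% to 99.2%) had one. Of the 2619 genes with a peak in the narrower window, 999 were not in the list, 736 of them protein-coding. HOMER assigns each peak to 1 nearest TSS of its own annotation, whereas here each gene with a TSS in range was counted, so that a peak between a pair of divergent genes counted for both.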

#### Gene annotations

RefSeq gene annotations were downloaded from UCSC Table Browser. In order to avoid ambiguity, only protein-coding genes with unique TSSs in autosomes were used. Genes whose TSSs ±10 kb overlap with blacklisted regions were further filtered out. As a result, 14,109 genes were retained and used throughout the paper. In Fig. 4B, we further required that the gene has a unique expression value provided by Guzman-Ayala et al.^3^ (GSE57609), resulting in 7524 genes. In Fig. 4D–F, 1107 DSB prone genes (intersection between the 1785 genes identified by HOMER and the 14109 filtered genes) were compared with 13002 (=14,109−1107) non-DSB-prone genes. 

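In the GENCODE M1 annotation, 11411 autosomal protein-coding genes had 1 TSS over their protein-coding transcripts. Of these, 638 were among the matched genes of Supplementary Data 3, and the remaining 10773 served as the comparison. Without the condition on TSSs and chromosomes, 1727 of 22359 protein-coding genes were in the list. A gene whose transcripts start at several annotated positions, even a few bases apart, was not counted as having 1 TSS, so the number of genes kept depends on how many transcripts the annotation lists for each gene.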

In Fig. 4F, the mean gene length of different isoforms was used for genes with different transcription termination sites (TTS). Gene ontology analysis was performed using the DAVID software^43^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The ChIP-seq and DSB-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE132137. The mass spectrometry data generated in this study have been deposited in the ProteomeXchange Consortium database via the PRIDE^44^ partner repository with the dataset identifier PXD024604. The MNase-seq data used in this study are available in the GEO database under the accession code GSE82127. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Chd1 protects genome integrity at promoters to sustain hypertranscription in embryonic stem cells
**Source:** Nat Commun. 2021 Aug 11;12:4859. doi: 10.1038/s41467-021-25088-3
**Supplement:** Supplementary file 1 — Supplementary Information

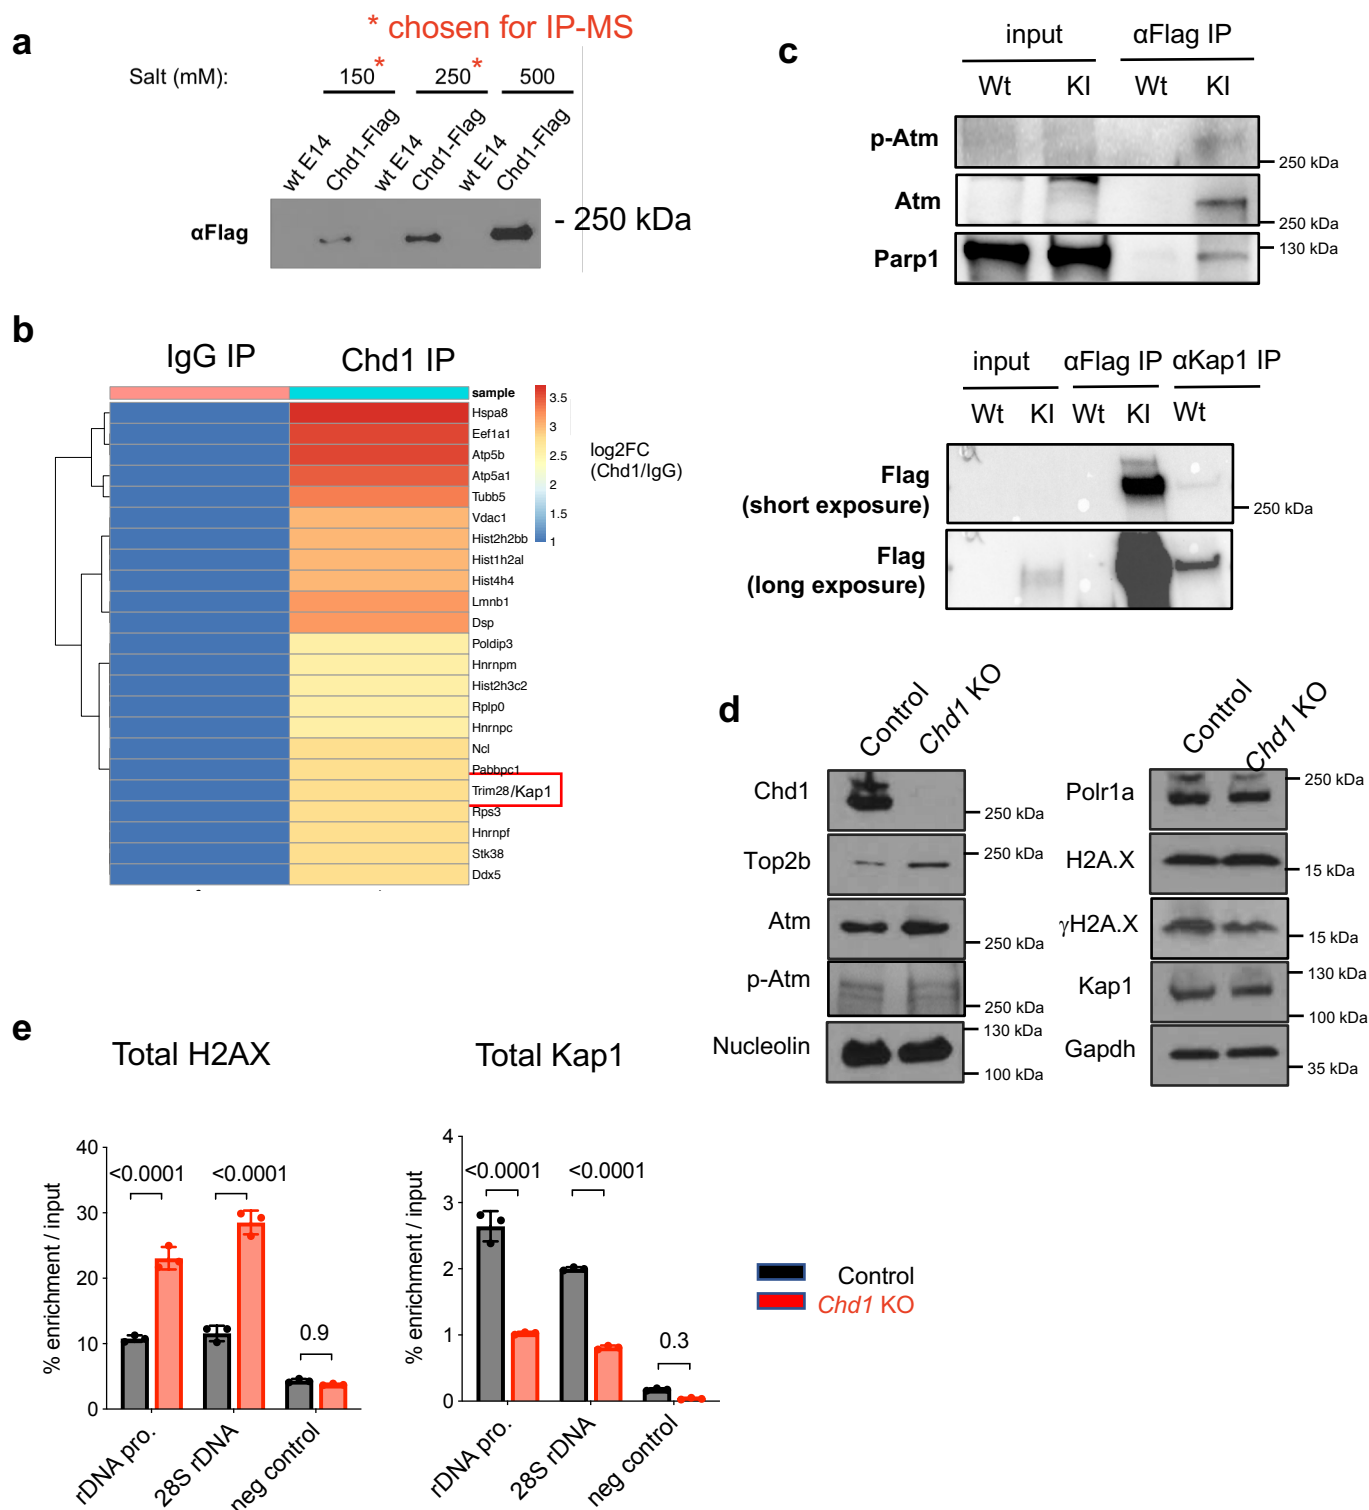

**Supplementary Figure 1** Further characterization of Chd1 interactors and protein abundance in *Chd1* KO cells. A) Western blot showing immunoprecipitated Chd1 levels at increasing salt concentrations. N=2 biologically independent experiments. B) Results of the 250 mM salt Chd1 IP-MS. C) Additional Co-IP validation of the interaction between Chd1 and DNA repair factors in ES cells. N=2 biologically independent experiments. D) Expression levels of indicated proteins in control and *Chd1* KO ES cells. Whole cell extracts were used. N=2 biologically independent experiments. E) Quantification of total H2A.X and Kap1 levels at rDNA in control and *Chd1* KO cells by ChIP-PCR. N=3 biologically independent experiments. Graphs show mean and standard deviation. Statistical tests performed are two-way ANOVA with Sidak's correction. Values above bars indicate p-values.

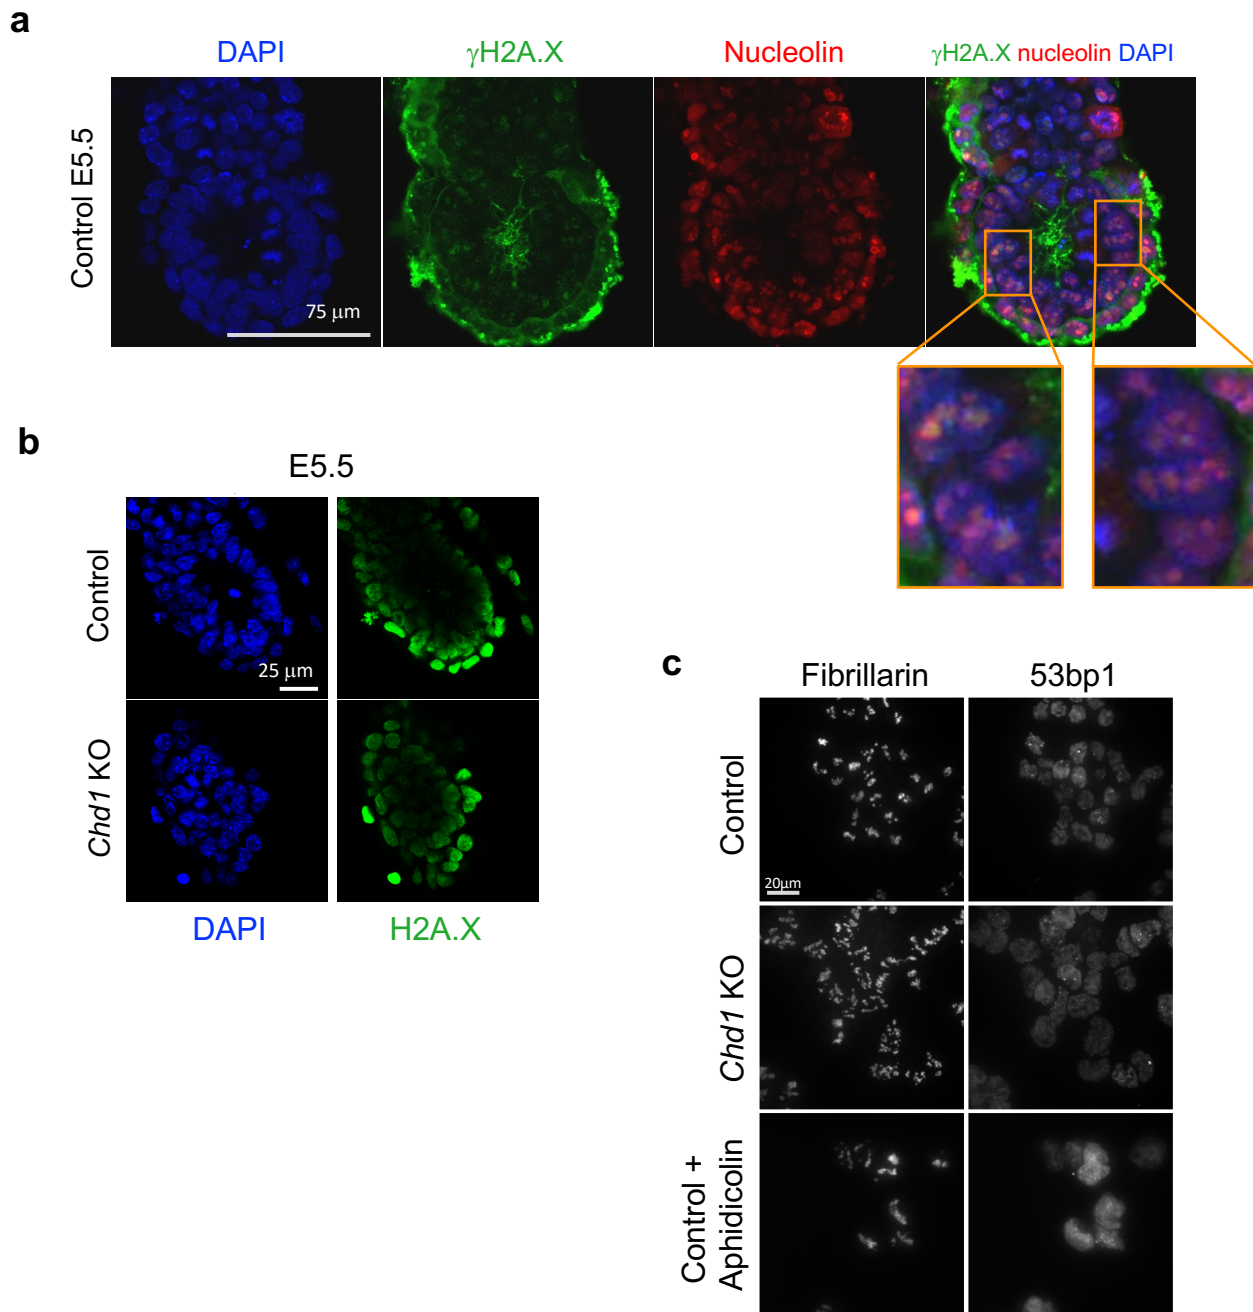

**Supplementary Figure 2** Immunofluorescence analyses of DNA damage markers in control and *Chd1* KO cells.

A)  $\gamma$ H2A.X co-localizes with nucleolin in control E5.5 embryos. N=4 (minimum) biologically independent embryos.

B) Total H2A.X remains unchanged upon *Chd1* deletion at E5.5. N=4 (minimum) biologically independent embryos.

C) Some foci of 53BP1 foci are detected in both control and *Chd1* KO ES cells, but 53BP1 is robustly induced with exogenous DNA damage (Aphidicolin treatment). N=2 biologically independent experiments.

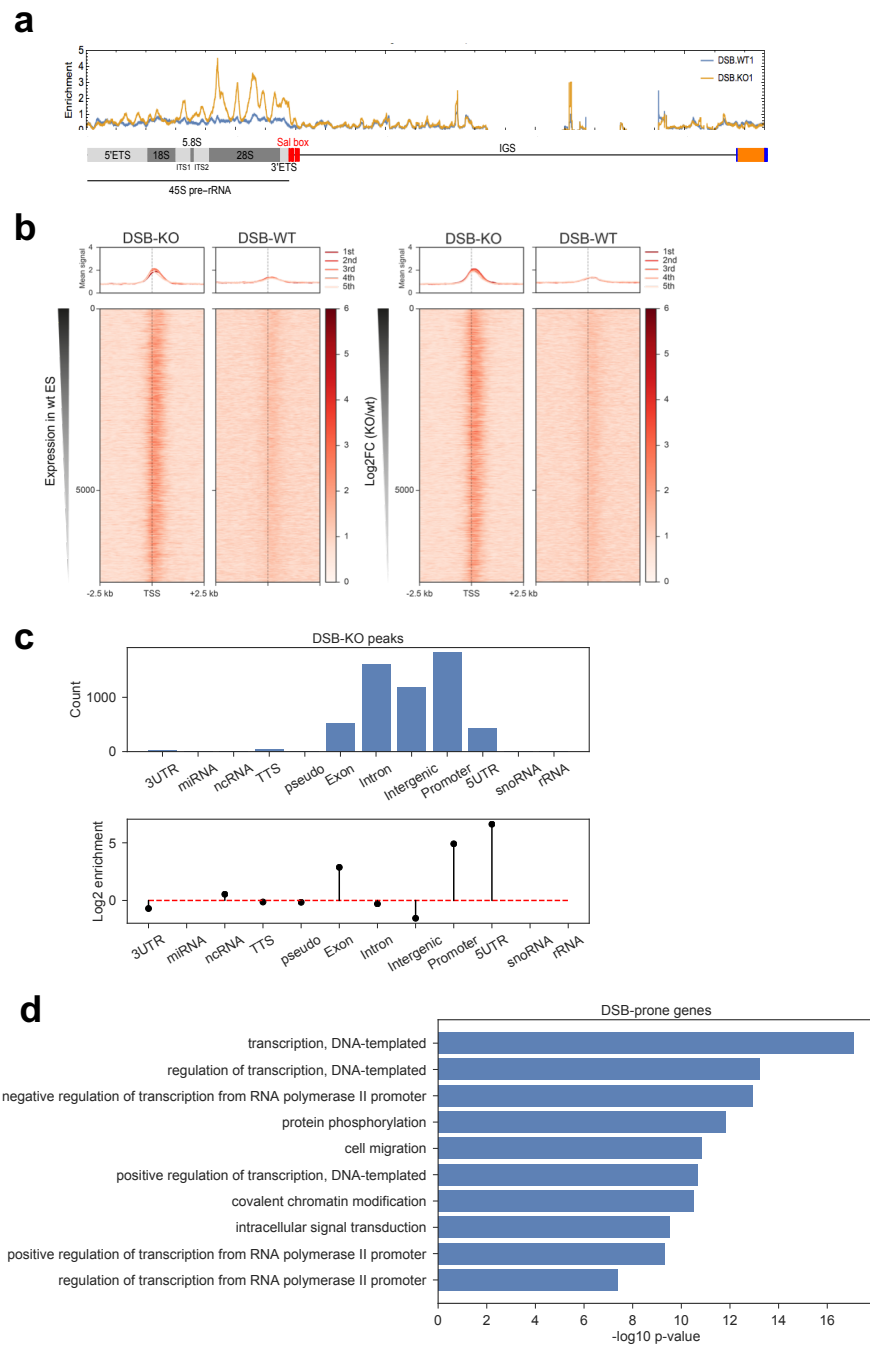

**Supplementary Figure 3** Characterization of DSB-prone genomic regions and associated gene functions. A) Mapping of DSB-seq reads to the consensus 45K ribosomal RNA sequence. Schematic shows the sequence elements within the locus.

B) Heatmaps showing DSB levels in wt and *Chd1* KO cells. Genes are ranked based on expression levels in wt cells (left panel) or fold change in *Chd1* KO vs. wt cells (right panel). Only protein-coding genes with unique TSSs and provided expression values from Guzman-Ayala et al.<sup>3</sup> are included.

C) Distribution and enrichment of DSBs on various genomic annotations. The log2 enrichment was calculated as the log2 ratio of the fraction of peaks associated with a specific genomic annotation and the fraction of the genome assigned to the same genomic annotation, as returned by HOMER.

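In these terms, a log2 enrichment of 0 means that a class of sequence holds the share of peaks that its length would give. By the GENCODE M1 annotation, intergenic sequence made up 56.9% of the genome and held 17.6% of the Chd1 KO peaks, and introns made up 35.9% and held 24.8%. Coding exons made up 1.08% and held 6.70% of the peaks. The value of a small class depends on how the annotation draws it. The 3′ untranslated regions held 20 peaks and non-coding exons 25, with intervals of the log2 value from -1.49 to -0.24 and from -0.67 to 0.45.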

D) Gene ontology pathways associated with 1785 DSB-prone genes. Statistical test used is a modified one-sided Fisher's exact test called EASE score generated by the DAVID software.

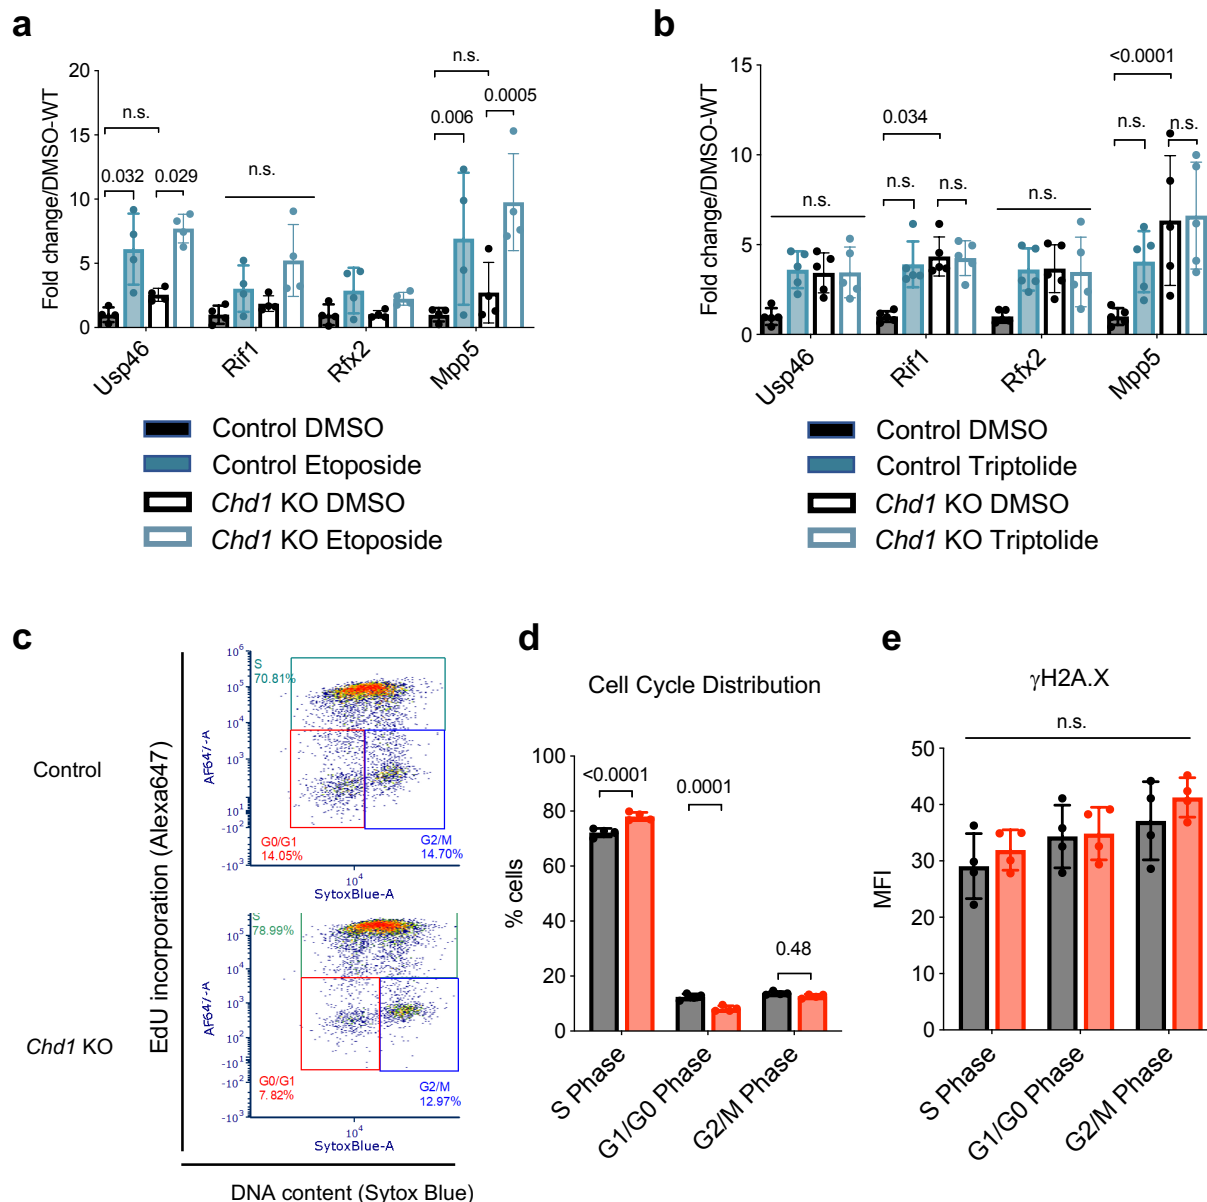

**Supplementary Figure 4** Characterization of cell cycle in relation to DNA damage in *Chd1* KO cells.

A) Combined plots of gene promoter DSB levels in control and *Chd1* KO cells with or without treatment of etoposide. Y axis shows fold change over DMSO-treated control (wild-type) cells. N=4 biologically independent experiments. Graphs show mean and standard deviation. Statistical tests performed are two-way ANOVA with Sidak's correction. Values above bars indicate p-values.

B) Combined plots of gene promoter DSB levels in control and *Chd1* KO cells with or without treatment of triptolide. Y axis shows fold change over DMSO-treated control (wild-type) cells. N=5 biologically independent experiments. Graphs show mean and standard deviation. Statistical tests performed are two-way ANOVA with Sidak's correction. Values above bars indicate p-values.

C) Flow cytometry analysis for cell cycle distribution of control and *Chd1* KO cells. Cells were analyzed by EdU incorporation (Alexa 647) and DNA content (Sytox Blue).

D) Cell cycle distribution of control and *Chd1* KO cells. N= 4 biologically independent experiments. Graphs show mean and standard deviation. Statistical tests performed are two-way ANOVA with Sidak's correction. Values above bars indicate p-values.

E)  $\gamma$ H2A.X expression in control and *Chd1* KO cells across cell cycle stages. Graph shows mean  $\pm$  SD of median fluorescence intensity (MFI) normalized to negative control cells. N=4 biologically independent experiments. Graphs show mean and standard deviation. Statistical tests performed are two-way ANOVA with Sidak's correction. Values above bars indicate p-values.

| <b>Gene name</b>     | <b>Primer F</b>         | <b>Primer R</b>        |
|----------------------|-------------------------|------------------------|
| <b>rDNA promoter</b> | cctttgaggtccggttcttt    | tccaggtccaataggaacagat |
| <b>28S rRNA</b>      | aaatgtggcggtacggaagac   | cgtgccggtatttagcctta   |
| <b>neg control</b>   | AAGGGGCCTCTGCTTAAAAA    | AGAGCTCCATGGCAGGTAGA   |
| <b>rDNA enhancer</b> | tacttctgaggccgagagga    | gatccaaagctccagctgac   |
| <b>18S</b>           | gtggagcgatttgtctggtt    | cgctgagccagtcagtgtag   |
| <b>5.8S</b>          | gactcttagcgggtggatcactc | gacgctcagacaggcgtag    |
| <b>ITS</b>           | gtgtcgttcccgtgttttc     | atcggatatttcgggtgtgag  |
| <b>ETS</b>           | cgtcttctcctccgtctcc     | gatcccaccgtcgggtcac    |
| <b>IGS-1</b>         | tcttccgaagggtgcagagtt   | tcctcctcctcctcctcttc   |
| <b>IGS-2</b>         | cttcccaaagtctgggatta    | aaggcagctagggctacaca   |
| <b>IGS-3</b>         | cttcccaaagtctgggatta    | acaaggcagctagggctaca   |
| <b>IGS-4</b>         | ccatctcgtgggcttatgtt    | aggcagagatgggaggattt   |
| <b>Usp46</b>         | CTCGGCGGCCACTCACCATA    | GTAAAGATGGCGGTGCGCGA   |
| <b>Rif1</b>          | AAATAAGCGCGAGCCGGGAG    | CCACGCGGGAAGTCCGCTC    |
| <b>Rfx2</b>          | GGAGTTCGGCAGGGAGTTCCG   | TTACCAACGCGGAGCGACAC   |
| <b>Mpp5</b>          | GTAAGGGGCGGACCCGCAG     | CTGGGAGGGGGTGCAGAGC    |

**Supplementary Table 1. List of primers.**

# Supplementary material for: Chd1 protects genome integrity at promoters to sustain hypertranscription in embryonic stem cells
**Source:** Nat Commun. 2021 Aug 11;12:4859. doi: 10.1038/s41467-021-25088-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Putative Chd1-interacting proteins identified by IP-mass spectrometry

File Name: Supplementary Data 2

Description: Gene ontology analysis of Chd1-interacting proteins

File Name: Supplementary Data 3

Description: List of DSB-prone genes

# Supplementary material for: Chd1 protects genome integrity at promoters to sustain hypertranscription in embryonic stem cells
**Source:** Nat Commun. 2021 Aug 11;12:4859. doi: 10.1038/s41467-021-25088-3
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used.

Data analysis

ChIP-seq, DSB-seq, and MNase-seq data processing  
ChIP-seq and DSB-seq reads were mapped to the mm9 genome using Bowtie2 with the options --end-to-end --sensitive --score-min L,-1.5,-0.3. Reads with mapping quality smaller than 13 were filtered out. PCR duplicates were removed by keeping at most one mapped read at each genomic position. Biological replicates were then combined. Read coverage profiles were generated using bedtools after extending the mapped reads from 5' to 3' end to 200 bp. Processed MNase-seq data in mouse ES cells were obtained from Voong et al.19 with accession number GSE82127. Center-weighted nucleosome occupancy was calculated from the provided nucleosome center scores as described in Voong et al. and used throughout the paper.

DSB-seq peak calling and annotation  
DSB-seq peaks were called using MACS2 with the options --shift 0 --nomodel --extsize 200 -g mm and default q-value cutoff 0.05. 5903 and 183 peaks were identified for Chd1 KO and WT cells, respectively. After filtering out peaks overlapping with blacklisted regions (<http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/mm9-mouse/mm9-blacklist.bed.gz>), 5671 and 54 peaks were retained for Chd1 KO and WT cells, respectively. The identified peaks were associated with genomic annotations using HOMER annotatePeaks.pl. In particular, 1825 peaks in Chd1 KO cells were mapped around TSSs (-1kb to +100bp) of 1785 genes (DSB-prone genes).

Gene annotations  
RefSeq gene annotations were downloaded from UCSC Table Browser. In order to avoid ambiguity, only protein-coding genes with unique TSSs in autosomes were used. Genes whose TSSs +/- 10kb overlap with blacklisted regions were further filtered out. As a result, 14109 genes were retained and used throughout the paper. In Figure 4B, we further required that the gene has a unique expression value provided by Guzman-Ayala et al. (GSE57609), resulting in 7524 genes. In Figure 4D-F, 1107 DSB prone genes (intersection between the 1785 genes identified by HOMER and the 14109 filtered genes) were compared with 13002 (=14109-1107) non-DSB-prone genes. In Figure 4F, the mean

gene length of different isoforms was used for genes with different transcription termination sites (TTS). Gene ontology analysis was performed using the DAVID software.

#### IP-MS

Data was analysed using Mascot (Matrix Sciences) the parameters were; Uniprot database, taxonomy Mus Musculus, 16403 sequences present, trypsin with up to 1 missed cleavage allowed, variable modification were oxidised methionine, phosphorylated serine, threonine and tyrosine and the peptide tolerance of 0.025 Da and 0.03 Da for MS/MS tolerance. The false discovery rate (FDR) of protein identification was controlled using a target-decoy searching strategy<sup>35</sup>. The maximum allowed FDR for protein identification was set to 1%. The posterior error probability (PEP) score denotes the probability that the identified peptide is correct.

For gene ontology (GO) and protein network analysis, proteins with fewer than 4 peptides in Chd1 IP were filtered out and only those hits passing the  $\log_2FC$  (Chd1 IP/negative control IP)  $> 2$  and PEP score  $< 0.05$  were retained. Gene ontology (GO) pathway enrichment analysis was performed using the compareCluster function of clusterProfiler<sup>36</sup> (version 3.18.1). The “enrichGO” function for biological process with a significance cutoff p-value  $< 0.05$  and q-value  $< 0.1$  was used. Benjamini-Hochberg method was used to correct for multiple statistical testing (adjusted p-values).

Protein network analysis was performed using the STRING software<sup>37</sup> (version 11.0) with the following parameters: Network type: Full STRING network, meaning of network edges: confidence (line thickness indicates the strength of data support), active interaction sources: experiments, textmining, databases, co-expression, neighborhood, gene fusion, co-occurrence, minimum required interaction score=0.4.

#### Version info for used software:

Bowtie (version 2.2.6)

MACS (version 2.1.1)

HOMER (version 4.10.4)

DAVID (version 6.8)

STRING (version 11.0)

ClusterProfiler (version 3.18.1)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

ChIP-seq and DSB-seq data have been deposited in Gene Expression Omnibus (GEO) under accession number GSE132137. Mass spectrometry data have been deposited to ProteomeXchange Consortium via the PRIDE<sup>34</sup> partner repository with the dataset identifier PXD024604. Both datasets are publicly available.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

**Sample size** No sample size calculation was performed. At least two biological replicates were used for NGS experiments (ChIP-seq, DSB-seq). At least three replicates were used for qPCR experiments. At least 4 embryos per group was used for embryo experiments. The sample sizes of sequencing datasets are in line with current standards and allow statistical analysis. Similarly, IF and qPCR experiments' sample size was estimated based on current standards. At least two replicates were performed for IP-MS and WB experiment to ensure reproducibility with biologically independent samples. IP-MS results are supported by mass spectrometry data.

**Data exclusions** No data were excluded

**Replication** Experiments were replicated independently at least three times except western blot experiments which were replicated two times. Experiment-specific information is provided in the corresponding legends.

In specific cases, multiple antibodies were used. All results but phospho-Kap1 subcellular localization data were reproduced. pKap1 immunofluorescence images were thus removed. Antibody batch variations might underlie non-reproducibility of pKap1.

**Randomization** Samples were not randomized as phenotype is evident in KO tissues and cells.

Blinding Investigators were not blinded. Phenotype is evident in KO tissues and cells. The follow-up analysis of sequencing datasets were performed in an unbiased way for all control and experimental samples.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | ChIP: Flag (Sigma, F1804), Kap1 (Abcam, ab22553), phospho S824 Kap1 (Abcam, ab70369), gH2A.X (Abcam, ab2893), H2A.X (Abcam, ab11175), Atm (Genetex, GTX10701).<br>Western blot: Chd1 (Cell Signaling, 4351), Top2b (Santa Cruz Biotechnology, sc-13059), Atm (Genetex, GTX70103 and Abcam, ab78), p-Atm (Thermo, MA1-2020), Kap1 (Abcam, ab22553), Nucleolin (Abcam, ab22758), Polr1a (Cell Signaling, D6S6S), H2A.X (Abcam, ab11175), gH2A.X (Abcam, ab2893), Gapdh (Millipore, MAB-374), Xrcc1 (Santa Cruz Biotechnology, sc-11429), anti-rabbit/mouse/goat secondary antibodies (Jackson Labs, 115-035-062, 111-035-144).<br>IF: Kap1 (Abcam, ab22553), phospho S824 Kap1 (Abcam, ab70369), gH2A.X (Abcam, ab2893), Nucleolin (Abcam, ab22758), Atm (Genetex, GTX70103), Top2b (Santa Cruz Biotechnology, sc-13059), 53BP1 (Abcam, ab175933), and Fibrillarin (Abcam, ab4566). |
| Validation      | Antibody validations were performed by manufacturers and include western blot detection in cell extracts, immunoprecipitation, immunofluorescence or ChIP. Flag antibody was validated in our lab using a wild-type cell line.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                   |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Chd1-Flag knock-in, Chd1fl/del and Chd1del/del ES cell lines were generated in the Ramalho-Santos lab. E14 cell lines was originally acquired from B.Skarnes at Sanger Institute. |
| Authentication                                                    | Cell lines were not authenticated.                                                                                                                                                |
| Mycoplasma contamination                                          | Cell lines tested negative for mycoplasma.                                                                                                                                        |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.                                                                                                                      |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                             |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Chd1del/+ females (6- to 12-week-old) and males (6 week- to 6-month-old) (SW background) were used to recover the embryos.                                                                  |
| Wild animals            | No wild animals were used.                                                                                                                                                                  |
| Field-collected samples | No field-collected samples were used.                                                                                                                                                       |
| Ethics oversight        | All procedures involving animals were performed in compliance with the protocol approved by the IACUC at UCSF, as part of an AAALAC-accredited care and use program (protocol AN091331-03). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

GSE132137

Files in database submission

Raw fastq files and processed bigwig and bed files are available for DSB-seq as well as Chd1 and RNA PolII ChIP-seq.

Genome browser session  
(e.g. [UCSC](#))

No longer applicable

### Methodology

Replicates

Two biological replicates were performed for DSB-seq and RNA PolII ChIP-seq. No replicates were performed for Chd1 ChIP-seq.

Sequencing depth

All experiments were performed with 50-bp single-end sequencing. Total number of reads and deduplicated uniquely mapped reads are provided below for each experiment.  
 DSB-seq WT rep1: 55783399, 14573142  
 DSB-seq WT rep2: 50645459, 13279910  
 DSB-seq KO rep1: 50835741, 13841441  
 DSB-seq KO rep2: 53148632, 16234625  
 RNA PolII ChIP-seq rep1: 51465826, 29764662  
 RNA PolII ChIP-seq rep2: 42064825, 20129598  
 Chd1 ChIP-seq IP: 102252887, 67003811  
 Chd1 ChIP-seq input: 81324343, 30311678

Antibodies

Following antibodies were used: Flag (Sigma, F1804), Kap1 (Abcam, ab22553), phospho S824 Kap1 (Abcam, ab70369), gH2A.X (Abcam, ab2893), H2A.X (Abcam, ab11175), H1 (Thermo Fisher Scientific, PA128374), Polr1a (Cell Signaling, D6S6S), Atm (Genetex, GTX10701).

Peak calling parameters

For read mapping, we used Bowtie2 with the options --end-to-end --sensitive --score-min L,-1.5,-0.3.  
 For DSB-seq peak calling, we used MACS2 with the options --shift 0 --nomodel --extsize 200 -g mm.

Data quality

To ensure data quality, reads with mapping quality smaller than 13 were filtered out, and PCR duplicates were removed by keeping at most one mapped read at each genomic position. For DSB-seq, 5903 and 183 peaks were identified for Chd1 KO and WT cells, respectively, at the q-value cutoff of 0.05. After filtering out peaks overlapping with blacklisted regions, 5671 and 54 peaks were retained for Chd1 KO and WT cells, respectively.

Software

Bowtie2, MACS2, bedtools.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Overnight cultured ES cells were incubated in 10uM 5-ethynyl-2'-deoxyuridine (EdU) for 1 hour. Cells were harvested, fixed in 4% PFA for 15 minutes, and permeabilized in 0.25% Triton-X 100 in PBS for 5 minutes on ice. Cells were washed with 1% BSA in PBS and incubated in yH2A.X primary antibody (Abcam, ab2893) for 20 minutes at room temperature. Following a second wash, cells were incubated with fluorescence-conjugated secondary antibody (Life Technologies) for 20 minutes at room temperature. Subsequent EdU labeling was conducted according to manufacturer instructions of the Click-iT EdU Alexa Fluor 488 Flow Cytometry Assay Kit (Life Technologies). SYTOX Blue (Invitrogen) was used to detect DNA content at 1:1000 dilution.

Instrument

Sony MA900 Multi-Application Cell Sorter

Software

FCS Express 7

Cell population abundance

Cell cycle distributions for control and Chd1 KO cells were analyzed based on the gating strategy below.

Gating strategy

S phase: EdU high  
G0/G1 phase: EdU low, SytoxBlue low  
G2/M phase: EdU low, SytoxBlue high

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

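DSB-seq of mouse ES cells, Chd1 KO (Chd1Δ/Δ) or control (Chd1fl/Δ), each with a pair of replicates, was analyzed from the peak lists of the authors. The authors mapped the reads to mm9 with Bowtie2, removed reads of low mapping quality, kept at most 1 read per position, combined the replicates, called peaks with MACS2 at a q-value cutoff of 0.05 and removed peaks in blacklisted regions. Each list has 1 entry per peak, with its position, the distance of its summit from its start and the values of the authors at the summit. The fold enrichment is a ratio computed by the authors, the reads at the summit over the local background within that combined library, and it is not scaled to the other genotype. The −log10 p-value and −log10 q-value of each peak are also the authors' values. The deposited q-value is computed within each library, so the same q-value stands for another p-value in each list. The lowest −log10 p-value was 4.88 in Chd1 KO and 7.13 in control. ChIP-seq of Chd1 and RNA Pol II, DSB-seq signal along the genome, MNase-seq and expression were not analyzed here.

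The depth of each replicate was taken from the reporting summary of the paper, and lay between 13279910 and 16234625 deduplicated reads. Peaks with fewer than 13 extended reads at the summit were not called in Chd1 KO, so weaker sites lie outside the reach of these lists. Because 1 list per genotype was analyzed, there are no replicate errors. Shares are given with Wilson 95% intervals, and for a count of 0 the limit of 3 counts of the total is given. These cover counting error only.

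All computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6. The genome was indexed with samtools 1.23.1 and read with pysam 0.24.0, and figures were drawn with Matplotlib 3.10.9. The number of extended reads and the local background at each summit were recovered from the fold enrichment, taken as the reads plus 1 over the background plus 1, and from the Poisson p-value. On 5000 simulated peaks this recovered the reads of all 5000. Overlaps between lists needed at least 1 bp. Random expectations came from 1000 placements of the peaks on their own chromosomes, each with its width kept. Group differences across genes or peaks were tested with 100000 permutations of the labels. On simulated gene lists without a difference, the rank-sum permutation test gave p-values under 0.05 in 13 of 200 trials, and with a shift it did so in 98 of 100 trials. Where a stratum explained the whole difference, the test within strata did so in 3 of 100 trials. In these trials the stratum itself was the cause, so they do not test bins of a continuous measure. Peak overlap, distances to TSSs and promoter windows were correct for all 800 simulated items.

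TSSs, genes and exons came from the GENCODE M1 annotation of mm9. The window around TSSs, from 1 kb upstream to 100 bp downstream, followed the methods of the paper, and the midpoint of the peak decided whether it lay in the window. Promoter GC content was computed within 1 kb of the TSS, and for a gene with several TSSs at the outermost one. Gene length was the mean length of the protein-coding transcripts, as in the paper. Genes of Supplementary Data 3 and of the Chd1 interactors in Supplementary Data 1 were matched by symbol and, where that failed, by an earlier symbol from the RefSeq gene table, of which no coordinates were used.

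Runs of G and C are stretches of at least 12 bp without A or T, and runs of at least 20 bp are called long. A run counted as lying under a peak when its centre did, and as distal when its centre was more than 1 kb from every annotated TSS. Odds ratios were pooled over strata by the Mantel-Haenszel method, with strata of 5 percentage points of GC content in windows of 200 bp and, where stated, of run length. Strata with fewer than 10 members on either side were left out.

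The text names the genes that the paper names for DSB-seq or for DSB-qPCR at promoters (Syngr1, Actb, Rpl3, Usp46, Rif1, Rfx2 and Mpp5), the 5 peaks with the highest fold enrichment in each list and the 5 genes whose TSS peak has the highest fold enrichment. A further gene that this rule selects is not reported here. This rule, the main settings and the alternatives were fixed before the data were examined, except for 4 alternatives added afterwards. The alternatives changed the q-value cutoff, the minimum fold enrichment, the merging of near peaks, the chromosomes used, the depth, the overlap required, the window around the TSS, the position taken for a peak, the transcripts used, the definition of promoter and gene length, and the gene sets compared.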

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

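The comparison of runs of G and C with CA repeats and runs of A and T was chosen only after the result was seen. The other tests given here were set before their results were seen.

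The paper discusses DSB peaks at promoters, and 1998 Chd1 KO peaks (35.2%) lay more than 1 kb from every annotated TSS. On the autosomes, 16.3% (interval 15.4% to 17.1%) of the 7620 distal runs of at least 20 bp made only of G and C lay under a Chd1 KO peak, against 0.354% under a control peak. The paper gives the distribution of peaks over annotation classes and does not relate peaks away from promoters to such runs. The share rose with the length of the run, from 1.36% at 12 to 15 bp to 9.76% at 20 to 23 bp and 38.3% at 28 bp and more. Conversely, 89.8% of the 1976 distal peaks on the autosomes held a run of at least 12 bp, and 58.8% held one of at least 20 bp. Of the 39 control peaks on the autosomes, 27 (69.2%) held a run of at least 20 bp, so the peaks of both lists lie on such runs and the lower share of runs under a control peak goes with the shorter control list. In windows of the same GC content, the odds ratio of a Chd1 KO peak with a long run against no run was 190 (95% interval 156 to 233), which argues against the overall GC content of the surrounding sequence as the whole cause. CA repeats of at least 20 bp lay under a Chd1 KO peak in 0.208% of cases (525 of 251953) and runs of A and T in 0.00383%. These shares argue against simple repeats of any sequence. By count, however, 24 CA repeats lay under a control peak, beside 27 runs of G and C. How many of the CA repeats under a peak lie next to a run of G and C was not tested. More than 50 kb from every annotated TSS the share was 17.4% (interval 15.6% to 19.3%), and at 1 to 10 kb it was 14.2%, which argues against a spread of signal from annotated promoters.

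The order of the bases in these runs mattered. Of distal runs of at least 20 bp in which C and G alternate, which can pair with themselves, 66.1% (286 of 433) lay under a Chd1 KO peak, against 22.5% of runs of mixed order and 4.95% of runs mainly of 1 base. Of the 27 runs under a control peak, 23 alternated. Among runs of another order, with no alternating stretch of at least 8 bp within 100 bp, 12.5% (interval 11.7% to 13.2%) still lay under a Chd1 KO peak, which argues against alternating sequence as the whole cause and leaves open a part for it. Since control peaks lie on alternating runs too, a candidate explanation is that long alternating runs break, or are recovered by the assay, in both genotypes. For the 7003 runs of another order away from alternating sequence the control list gives little ground, with 3 under a control peak and 872 under a Chd1 KO peak. Whether long runs break or are recovered more in Chd1 KO cells was not tested apart from the number of peaks called. The labeling of ends, the shearing and amplification of GC-rich fragments and their mappability were not tested and stay open, and there was 1 combined library per genotype.

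A total of 1252 Chd1 KO peaks (22.1%) had their midpoint more than 100 bp and up to 1 kb downstream of a TSS, outside the window in which the paper assigned peaks to genes, and no control peak did. The position of the highest GC content in each promoter was tested as an explanation. In 1285 promoters with a peak, the summit lay a median of 68 bp from the 200-bp window with the highest GC content in its own promoter and 258 bp from the position of that window in other promoters with a peak (permutation test, one-sided p = 0.0001, the smallest that 10000 permutations can give). The median position downstream of the TSS was 114 bp for summits and 97 bp for these windows, with a Pearson correlation of 0.742 across promoters, which are not independent replicates. This is consistent with summits that follow the most GC-rich part of the promoter rather than a fixed distance from the TSS. Whether breaks or the recovery of GC-rich fragments follow it was not tested, and the position of RNA Pol II and of Chd1 was not analyzed here.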

How the results depend on the processing

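The alternatives were set before the data were examined, except for 4 that were chosen after seeing the data. These applied the p-value of the weakest control peak to both lists, left chromosome Y out of the overlap, and took the genes with a Chd1 KO peak within 1 kb of the TSS in place of Supplementary Data 3 for GC content and for gene length. Of 63 alternatives over 20 results, 56 left the result with its direction and its side of the threshold, or, where there was no test, within its interval or within 1.5 times its count. No paired analysis was possible because the labels share replicate numbers but the replicates were combined before peaks were called. For the same reason no replicate could be left out in turn.

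The Chd1 KO list held between 5044 and 5667 peaks across its 7 alternatives, and the control list between 40 and 54 across its 6. The share of control peaks overlapped by a Chd1 KO peak lay between 83.3% and 92.6%, and the log2 ratio of peaks on the X chromosome to the autosomes was -5.06 per Mb at a q-value cutoff of 0.001 and -4.74 per annotated TSS. The GC content of peaks exceeded that of random places by 19.0 to 28.2 percentage points, and the promoters of DSB-prone genes exceeded those of other genes by 8.35 to 15.1 points. DSB-prone genes were longer by a log2 ratio of 1.16 to 2.07. The log2 enrichment of promoters was 4.12 under both of its alternatives.

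Of the other 7 alternatives, the window up to 1 kb downstream of the TSS raised the number of peaks around TSSs from 2420 to 3672 and the number of genes from 2619 to 3964. The window from 500 bp upstream to 500 bp downstream, not among these 7, gave 3390 peaks and 3591 genes. It is no longer than the main window, so the rise goes with the sequence downstream of the TSS and not with the length alone. The share of peaks downstream of the TSS moved from 62.6% to 64.2% with the midpoint in place of the summit and to 68.1% with protein-coding genes with 1 TSS, and the cause was not tested. The difference in median fold enrichment between the lists, -1.21, reversed to 0.641 over overlapping peaks only (permutation test, two-sided p = 0.25). The overlapping peaks are 49 of the 5671 Chd1 KO peaks, so nearly the whole Chd1 KO list is left out of this comparison. The test also did not pair the shared sites, so it cannot decide whether the heights differ there. The value of -1.21 compares lists that end at different p-values, with a lowest −log10 p-value of 4.88 in Chd1 KO and 7.13 in control. The log2 odds ratio for genes of Chd1-interacting proteins among DSB-prone genes was 0.51 (exact Fisher test, two-sided p = 0.0767). It was 0.57 with both salt lists together (exact Fisher test, p = 0.0404) and reversed to -0.28 within bins of promoter GC content and gene length (permutation test, p = 0.37), and the cause was not tested.

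The depth limits what the lists can hold. The Chd1 KO peaks had at least 13 extended reads at the summit and were called on 30076066 reads, so places with fewer reads are outside their reach, and the absence of a peak in control cells does not measure how far the signal lies below the cutoff.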

Differences from the paper's values

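Among autosomal protein-coding genes with 1 TSS, 638 were DSB-prone, whereas the paper reports 1107. Over all protein-coding genes 1727 were DSB-prone, which also differs, so the alternative set before the data were examined did not close the gap. The numbers of all such genes, 11411 here and 14109 in the paper, and of the other genes, 10773 here and 13002 in the paper, lay within 1.5 times of each other. So did the 2420 peaks around TSSs and the 2619 genes found here, beside the paper's 1825 peaks and 1785 genes.

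The remaining differences are from values read off a plot. A total of 123 peaks lay around transcription termination sites, against the paper's about 40 in Supplementary Fig. 3C, read by eye. With the summit as the position of the peak there were 121, and with a q-value cutoff of 0.001 there were 116. The log2 enrichment of promoters was 4.12, against the paper's about 4.9 in Supplementary Fig. 3C, read by eye, and it was 4.12 under both alternatives. For 5′ untranslated regions it was 6.14, against the paper's about 6.6 in Supplementary Fig. 3C, read by eye, with 6.09 from summits and 6.15 at the stricter cutoff. For exons it was 2.63, against the paper's about 2.9 in Supplementary Fig. 3C, read by eye, with 2.60 and 2.54 under these alternatives. For introns it was -0.53, against the paper's about -0.3 in Supplementary Fig. 3C, read by eye, with -0.51 and -0.52. For intergenic sequence it was -1.69, against the paper's about -1.5 in Supplementary Fig. 3C, read by eye, with -1.69 and -1.68. None of the alternatives set before the data were examined closed any of these gaps. The order of the classes by enrichment, with 5′ untranslated regions above promoters and promoters above exons, was the one in the paper's plot.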

Other observations

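The comparison at the p-value of the weakest control peak was chosen only after the result was seen. The other tests given here were set before their results were seen.

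The number of peaks, 5671 in Chd1 KO and 54 in control, was set against several technical explanations. Thinning the Chd1 KO reads to the control depth left 5601 peaks, and at the p-value of the weakest control peak 5044 Chd1 KO peaks were left. With both applied at once on the autosomes and the reads redrawn, 1448 of 1976 peaks more than 1 kb from every TSS would pass. Of the 3664 within 1 kb of a TSS, 2546 would. Depth and cutoff, alone or together, therefore do not account for the difference. A library with a lower enrichment throughout would lose peaks of the same height alike, wherever they lie. On the autosomes, 36 of the 1976 Chd1 KO peaks more than 1 kb from every TSS (1.82%) overlapped a control peak, against 0 of the 3664 within 1 kb of a TSS. At the same number of reads at the summit, 41.6 of the latter would have had a control peak (exact Poisson probability of 0, p = 8.71e-19, with peaks taken as independent). A factor fitted to the distal peaks, 0.295, predicted 30.8 control peaks near TSSs. The values thus argue against a single factor of enrichment between the combined libraries. The peaks were matched by reads and not by sequence, however. Of the 27 distal runs of G and C of at least 20 bp under a control peak, 23 alternated. Of 7003 such runs away from alternating sequence, 872 lay under a Chd1 KO peak and 3 under a control peak. The contrast may thus be one of sequence and not of distance from a TSS. A gain of breaks at promoters in Chd1 KO cells is a candidate explanation, and so is a difference between the combined libraries in how GC-rich promoters were sheared, amplified or labeled. Genotype and library coincide in these lists, and neither explanation was tested.

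Peaks near TSSs and distal peaks were compared on the runs of G and C that they share. On the autosomes, 96.9% of Chd1 KO peaks within 1 kb of a TSS and 89.8% of those farther away held a run of at least 12 bp, against 1.65% and 1.48% of random windows of the same widths. Runs near TSSs lay under a Chd1 KO peak more often than distal runs, with an odds ratio of 12.3. At the same run length and GC content of the surrounding 200 bp, the odds ratio was 1.44 (95% interval 1.34 to 1.53). The interval takes runs as independent, although several can lie under 1 peak. The pooled value covers opposite directions. In each class of GC content below 60%, runs near TSSs lay under a peak less often than distal runs of the same length, such as 3.47% against 7.31% for runs of 20 to 23 bp at 55% to 60% GC. From 75% to 85% GC they did so more often in each class, such as 49.1% against 34.7% for runs of 20 to 23 bp at 75% to 80% GC. Run length and GC content alone would give equal shares within a class, so the values argue against them as the whole cause. What the differences come from was not tested.

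The X chromosome held 12 Chd1 KO peaks, where its length and the autosomal density would give 382. The log2 ratio of peaks per Mb to the autosomes was -4.99 (permutation by 1000 placements, two-sided p = 0.002, the smallest they can give). Chromosome Y held 19 Chd1 KO and 14 control peaks, so both combined libraries contain Y DNA, and a single X chromosome per cell would give X sequence fewer reads. The weakest Chd1 KO peak had 13 reads at its summit, and 21.4% of autosomal peaks had at least 26 reads, which would leave 81.9 peaks on X even if every weaker site were lost (exact Poisson probability of at most 12, p = 6.20e-22). With the reads of autosomal peaks halved and redrawn, 33.3% of peaks would be called again, which gives 127 peaks on X. The GC content of X promoters would give 78.3 promoters with a peak among 932, and 7 had one. With both combined, 15.1 promoters with a peak would be left (exact Poisson probability of at most 7, p = 0.0165), and with halved reads 26.0 (exact Poisson probability, p = 1.06e-05). Of the 192 distal runs of G and C of at least 20 bp on X, 2 lay under a peak (1.04%, interval 0.286% to 3.72%), whereas on single autosomes the share was between 9.75% and 24.6%. The same loss of weaker sites would leave 4.11% of these runs (7.90) under a peak, and halved reads 5.41%, so the copy number brings the runs on X much closer to the autosomal share. The expected 382, 127 and 81.9 peaks rest on the length of X and the autosomal density, and do not allow for its sequence. For promoters, allowing for GC content lowered the expected number from 140.5 to 78.3, so these peak numbers are likely too high. How far the copy number alone accounts for the missing peaks therefore cannot be read from them. The GC content of X promoters alone could not account for the 7 with a peak. Copy number and GC content combined left a much smaller shortfall, with 15.1 or 26.0 promoters expected against 7. For the distal runs, the loss of weaker sites left 7.90 expected against 2. Mappability, the chromatin of X and the copy number in the cells used were not tested, and the paper does not report on X.

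The greater length of DSB-prone genes was set against the GC content of their promoters. Within bins of promoter GC content the log2 ratio of lengths fell from 2.00 to 1.16, so GC content accounts for part of the difference. The highest bin is wide, from 59.4% to 77.0% GC, and held 321 of the 638 listed genes, so GC content can still differ inside it. In the narrower bin below, from 56.0% to 59.4%, the median was 26.5 kb for listed genes and 12.1 kb for the others. The values argue against GC content within 1 kb of the TSS as the whole cause, but finer bins were not tested. Genes of Chd1-interacting proteins were 31 of 293 (10.6%) DSB-prone, against 7.69% of other genes. With genes drawn from the same bins of promoter GC content and gene length, 12.4% would be DSB-prone, so no enrichment was left once these features were matched.

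Among the promoters that the paper lists primers for in DSB-qPCR, Usp46, Rif1, Rfx2 and Mpp5 each had a Chd1 KO peak within 1 kb of the TSS, and only Usp46 is in Supplementary Data 3. A Usp46 peak on chromosome 5 from 74464410 to 74464618 had a fold enrichment of 4.85 and spans the outermost TSS. The Rif1 peak, on chromosome 2 from 51928181 to 51928810, had a fold enrichment of 6.35, with its summit at -4 bp and its midpoint at 139 bp from the outermost TSS, and is annotated as promoter by another of the 8 annotated TSSs of the gene. The Rfx2 peak, on chromosome 17 from 56970094 to 56970542 in the 5′ untranslated region, had a fold enrichment of 5.99 and its midpoint at 113 bp. The Mpp5 peak, on chromosome 12 from 79850021 to 79850316, lies in an intron, with a fold enrichment of 4.78 and its midpoint at 235 bp. The midpoints at Rfx2 and Mpp5, which have 1 annotated TSS each, are beyond the limit of 100 bp downstream. The Rif1 and Rfx2 amplicons lie inside their peaks, and the Mpp5 primers had no exact match as a pair near its TSS. The Usp46 amplicon, from 74464259 to 74464350, overlaps no peak, and its middle lies 176 bp from the nearest summit.

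The highest peaks of both lists lie away from promoters. In Chd1 KO the highest fold enrichment was 10.5, in intergenic sequence on chromosome 1 from 48938238 to 48938619, with a GC content of 38.5% and no run of G and C longer than 4 bp. It was followed by 10.4 on chromosome 9 from 15483292 to 15483748, 10.3 on chromosome 6 from 71621774 to 71622215 and 10.3 on chromosome 3 from 132020912 to 132021361. These 3 peaks are intergenic and hold runs of mostly alternating C and G of 29, 27 and 26 bp beside a CA or TG repeat of 36, 30 and 44 bp. The fifth, with 10.3, lies in an intron of Dpp6 on chromosome 5 from 27535892 to 27536444 and holds 90 bp of the repeated unit GGCCCC. In control the highest peak, with a fold enrichment of 10.9, lies on the same Dpp6 repeat from 27535965 to 27536370. The next was one of 10.9 on chromosome 4 from 3384719 to 3385150, intergenic, with a run of G and C of 75 bp. The third, 9.11, lies on chromosome 1 from 48938269 to 48938598, inside the highest Chd1 KO peak. The remaining peaks were 8.64 in an intron of Glrb on chromosome 3 from 80686880 to 80687194, and 8.10 in intergenic sequence on chromosome 15 from 56456984 to 56457238. These hold alternating C and G of 33 and 27 bp. The 4 control peaks without an overlapping Chd1 KO peak lie on chromosome 1 from 103608580 to 103608779, chromosome 6 from 31811248 to 31811534, chromosome 8 from 73655629 to 73655855 and chromosome X from 121315546 to 121315749.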
